# Rat deconvolution as knowledge miner for immune cell trafficking from toxicogenomics databases

**DOI:** 10.1093/toxsci/kfad117

**Published:** 2023-11-06

**Authors:** Katsuhisa Morita, Tadahaya Mizuno, Iori Azuma, Yutaka Suzuki, Hiroyuki Kusuhara

**Keywords:** deconvolution, toxicogenomics, immune cell, rat, transcriptome

## Abstract

Toxicogenomics databases are useful for understanding biological responses in individuals because they include a diverse spectrum of biological responses. Although these databases contain no information regarding immune cells in the liver, which are important in the progression of liver injury, deconvolution that estimates cell-type proportions from bulk transcriptome could extend immune information. However, deconvolution has been mainly applied to humans and mice and less often to rats, which are the main target of toxicogenomics databases. Here, we developed a deconvolution method for rats to retrieve information regarding immune cells from toxicogenomics databases. The rat-specific deconvolution showed high correlations for several types of immune cells between spleen and blood, and between liver treated with toxicants compared with those based on human and mouse data. Additionally, we found 4 clusters of compounds in Open TG-GATEs database based on estimated immune cell trafficking, which are different from those based on transcriptome data itself. The contributions of this work are 3-fold. First, we obtained the gene expression profiles of 6 rat immune cells necessary for deconvolution. Second, we clarified the importance of species differences in deconvolution. Third, we retrieved immune cell trafficking from toxicogenomics databases. Accumulated and comparable immune cell profiles of massive data of immune cell trafficking in rats could deepen our understanding of enable us to clarify the relationship between the order and the contribution rate of immune cells, chemokines and cytokines, and pathologies. Ultimately, these findings will lead to the evaluation of organ responses in adverse outcome pathway.

Immune cell trafficking is one of the most important factors in the progression of liver injury, such as drug-induced liver injury (DILI) (Hossain and Kubes, 2019; Jaeschke *et al.*, 2012; Yang and Tonnesseen, 2019). Although the importance of various immune cells, such as Kupffer cells and NKT cells, has been demonstrated individually, their contribution to the progression of liver injury and their relationship with each other has remained largely unknown (Laskin *et al.*, 1995; Liu *et al.*, 2004; 2006; Yang *et al.*, 2019). One possible explanation for this situation is that it is difficult to compare accumulated findings due to the complexity of the experimental systems, such as the fact that liver injury models that have been constructed using various methods including compound administration, diet, and surgery, as well as different time points for evaluation (Cai *et al.*, 2017; Chen *et al.*, 2017; Gehring *et al.*, 2006; Graubardt *et al.*, 2017).

Large-scale toxicity databases of compounds (toxicogenomics databases), such as Open TG-GATEs and DrugMatrix, are useful for understanding biological responses in individuals (Igarashi *et al.*, 2015) (https://ntp.niehs.nih.gov/data/drugmatrix). This is because compound administration is relatively easy to control and less confounded compared with other model preparation approaches such as diet and surgery, making it easier to compare findings. In addition, considering that compounds generally have multiple effects, including those unrecognized, it is also expected that a diverse spectrum of biological responses can be covered due to nonarbitrary perturbations by various compounds (Morita *et al.*, 2020; Nemoto *et al.*, 2021). Open TG-GATEs, for example, contain transcriptome data, pathological images, and blood biochemistry of tissues collected at various time points from rats treated with various compounds at various concentrations, whereas there is no information regarding immune cells in tissue in these databases.

Deconvolution is a data analysis method that can be applied to estimate the ratio of cells in a specimen from bulk transcriptome data (Abbas *et al.*, 2009; Im and Kim, 2023). Bulk transcriptome is affected by distinctive sample conditions (eg, gene knock out), individual or technical variations, and relative cell subset proportions. Based on this concept, it is possible to analyze the impact of proportion changes on bulk transcriptome, by focusing on gene subsets uniquely expressed in target cells. To elaborate this, cell proportions can be calculated through a regression model using bulk transcriptome of a specimen, transcriptome of target cells, and specific marker genes for the target cells. Applying this method to transcriptome data of a toxicogenomics database, could add information regarding immune cell trafficking as a new layer to the database and contribute to a deeper understanding of immune cell relationships in liver injury. However, deconvolution has been mainly applied to humans and mice, and there have been few applications to rats, which are the main target of large-scale toxicity databases (Altboum *et al.*, 2014; Chen *et al.*, 2018b; Wang *et al.*, 2021; Petitprez *et al.*, 2020). In particular, a gene expression dataset of various rat immune cells is currently absent and prior studies applying deconvolution to rats have used human immune cells as a substitute (Gil Del Alcazar *et al.*, 2022; Wang *et al.*, 2021).

Here, we developed a rat deconvolution method, examined species differences in the deconvolution method, and established a methodology to obtain immune cell information from valuable toxicogenomics databases (Figure 1).

**Figure 1.**
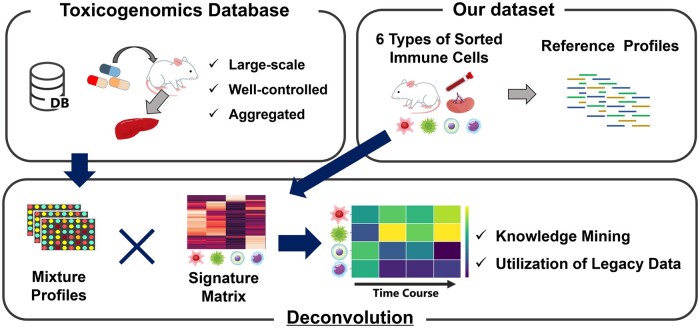
Overview of the present study. The rat-specific “signature matrix” comprising marker genes that are enriched in each immune cell type was created from our sorted immune cell transcriptome (“reference profiles”). Deconvolution using the prepared signature matrix was applied to the rat liver transcriptome (“mixture profiles”) and estimated immune cell trafficking was subjected to validation and stratification.

## Materials and methods

###  

#### Data preparation

##### Open TG-GATEs dataset

All raw files were downloaded from the home page of Open TG-GATEs (https://toxico.nibiohn.go.jp) (Igarashi *et al.*, 2015). Raw signal intensities for each probe set as they are contained in the CEL files were analyzed using MAS5.0, which is implemented in the software package Bioconductor (http://bioconductor.org) with R (version 3.6.3).

##### Rat RNA sequencing dataset

FASTQ files of the rat RNA sequencing data were prepared according to the RNA isolation and sequencing sections. Quality control of all reads was performed using PINSEQ++ (version 1.2.4) with the indicated parameters (trim_left = 5, trim_tail_right = 5, trim_qual_right = 30, ns_max_n = 20, min_len = 30) (https://peerj.com/preprints/27553/). The expression of transcripts was quantified using Salmon (version 1.6.0) with the indicated parameters (validationMappings, gcBias, seqBias) and a decoy-aware index created using Salmon and Rattus_norvegicus.Rnor_6.0.cdna.all was obtained from EMBL-EBI (https://www.ebi.ac.uk/) (Patro *et al.*, 2017). Transcripts per kilobase million data were obtained using tximport, which is implemented in the software package Bioconductor with R (version 4.1.3) from quant.sh files created by Salmon.

#### Animals

Male Sprague Dawley rats (6 weeks old) were purchased from CLEA Japan (Tokyo, Japan) for RNA sequencing experiments or Oriental Yeast Co. (Tokyo, Japan) to validate the immune response in the present study. All animals were maintained under standard conditions with a reverse dark-light cycle and were treated humanely. Food and water were available *ad libitum*. The procedures reported in this article were performed in accordance with the guidelines provided by the Institutional Animal Care Committee (Graduate School of Pharmaceutical Sciences, the University of Tokyo, Tokyo, Japan).

#### Rat liver injury model

##### For RNA sequencing

To induce liver injury, acetaminophen (H0190, Tokyo Chemical Industry Co., Tokyo, Japan) or 4,4′-methylene dianiline (M0220, Tokyo Chemical Industry Co.) was administered at 3 g/kg or 300 mg/kg, respectively by gavage. As a vehicle control group, 0.5 (w/v)% methylcellulose 400 solution (133-17815, Fujifilm Wako Pure Chemical Corporation, Osaka, Japan) was given at 10 µl/g. Only those rats in the experimental groups that were subjected to RNA sequencing had fasted between 21:00 and 9:00, which was the administration time.

##### For Open TG-GATEs validation study

To validate the immune responses in the liver, metformin at 1 g/kg by gavage (M2009, Tokyo Chemical Industry Co.), tiopronin at 1 g/kg by gavage (T2614, Tokyo Chemical Industry Co.), galactosamine at 1 g/kg by gavage (G0007, Tokyo Chemical Industry Co.), thioacetamide at 45 mg/kg by gavage (T0187, Tokyo Chemical Industry Co.), colchicine at 15 g/kg by gavage (C0380, Tokyo Chemical Industry Co.), or bortezomib at 0.6 mg/kg by i.v. through a tail vein (B5741, Tokyo Chemical Industry Co.) were administered. As a vehicle control group, 0.5 (w/v)% methylcellulose 400 solution at 10 µl/g by gavage or saline at 2.5 ml/kg by i.v. was given. In this validation experiment, no fasting was performed following the Open TG-GATEs protocol.

#### Sample collection and preparation

##### Liver

Rats were euthanized and the liver and blood were harvested after compound administration. Briefly, the superior vena cava was clipped using a clamp, and the blood was collected through an inferior vena cava into a 1.5-ml tube containing 1 µl heparin (Yoshindo, Toyama, Japan). The collected blood sample was centrifuged for 15 min at 1700 g, and the supernatant was subjected to Fuji Drychem NX500sV (Fujifilm Corporation, Tokyo, Japan) to quantify the concentrations of alanine aminotransferase, aspartate aminotransferase, and total bilirubin. The liver perfusion was performed through an inferior vena cava using a plastic cannula-type puncture needle (SR-OT1832C, 18G 32 mm) (Terumo corporation, Tokyo, Japan) and 5 mM HEPES (345-06681, Fujifilm Wako Pure Chemical Corporation)/5 mM EDTA (6381-92-6, Dojindo Laboratories, Kumamoto, Japan) Hanks’ balanced salt solution (17461-05, Nacalai Tesque, Kyoto, Japan). Finally, 1/9 of the liver’s largest lobe or 1/6 of all minced liver was subjected to RNA isolation or flow cytometry, respectively. For flow cytometry, the sample was dissociated using gentleMACS (Miltenyi Biotec, North Rhine-Westphalia, Germany) according to the manufacturer’s instructions. Except where noted, phosphate-buffered saline containing 2% fetal bovine serum was used as “wash buffer” thereafter. After using wash buffer to eliminate hepatocytes, the sample was centrifuged at 50 g at 4°C for 3 min and the pellets were discarded. To eliminate the hepatic erythrocytes, 5 ml of ACK buffer was added to the sample, and the sample was incubated in a 37°C water bath for 6 min. ACK buffer was prepared by adding 8024 mg of NH_4_Cl (A2037, Tokyo Chemical Industry Co.), 10 mg of NHCO_3_ (166-03275, Fujifilm Wako Pure Chemical Corporation), and 3.772 mg of EDTA 2Na_2_H_2_O (6381-92-6, Dojindo Laboratories) into 1 l of pure water. The sample was washed with the wash buffer 3 times, and then the sample was subjected to flow cytometry.

##### Blood

An untreated was placed under anesthesia, and blood was collected from the heart by cardiopuncture. The blood was washed once with wash buffer once. After removing the supernatant, 15 ml of ACK buffer was added to the sample and then incubated in a 37°C water bath for 6 min to eliminate erythrocytes. After incubation, 25 ml of the wash buffer was added to the sample, which was then centrifuged at 400 g at 4°C for 5 min. The incubation and wash operations were repeated twice. After the last wash, the sample was washed with the wash buffer 3 times, and then subjected to RNA isolation and flow cytometry or cell sorting.

##### Spleen

An untreated rat was euthanized, and the spleen was collected. Single-cell suspensions from the spleen were obtained by gently forcing the tissues through a 70-µm nylon mesh grid in RPMI-1640 (06261-65, Nacalai Tesque). After washing with the wash buffer, 15 ml of ACK buffer was added into the sample, and then incubated in a 37°C water bath for 6 min to eliminate the splenic erythrocytes. The sample was washed with the wash buffer 3 times, and then subjected to RNA isolation and flow cytometry or cell sorting.

#### RNA isolation and RNA sequencing

Total RNA was prepared using ISOGEN II (311-07361, Nippon Gene Co., Tokyo, Japan) and purified using an RNeasy Plus Mini Kit (74136, Qiagen, Limburg, Netherland) with gDNA elimination using an RNase-Free DNase set (79254, Qiagen) according to the manufacturer’s protocols. RNA was used to prepare RNA-Seq libraries with a NEBNext Ultra ll Directional RNA Library Prep Kit for Illumina (E7760L, New England Biolabs, Massachusetts). The libraries were sequenced for pair-end reads using a Novaseq 6000 (Illumina, California). Sequence reads from each cDNA library were processed as described in the Data Preparation section.

#### Flow cytometry

Flow cytometric analysis was performed with FACSAria III (BD Biosciences, New Jersey), and data were analyzed with FlowJo software (BD Biosciences). The antibodies used are listed in Table 1.

**Table 1.** List of antibodies and staining reagents used in sorting and flow cytometry of immune cells.

Marker	Detection	Cat. no.	Conjugate	Clone	Isotype
CD11b	FITC	561684	FITC	WT.5	Mouse IgA, κ
CD45	APC-Cy7	561586	APC-Cy7	OX-1	Mouse IgG1, κ
CD45RA	BV421	740043	BV421	OX-33	Mouse IgG1, κ
CD3	BV605	563949	BV605	1F4	Mouse IgM, κ
CD4	BV786	740912	BV786	OX-35	Mouse IgG2a, κ
CD8	BV711	740724	BV711	OX-8	Mouse IgG1, κ
CD43	PE	202812	PE	W3/13	Mouse IgG1, κ
CD161	APC	FAB9766R			
7AAD	7-AAD	559925			—

#### Cell sorting

Cell sorting was performed with a FACSAria III (BD Biosciences, New Jersey). CD4 T cells (CD45+/CD11b−/CD3+/CD4+), CD8 T cells (CD45+/CD11b−/CD3+/CD8a+), NK cells (CD45+/CD11b−/CD3−/CD161+), and B cells (CD45+/CD11b−/CD3−/CD45RA+) were obtained from the rat spleen and monocytes (CD45+/CD11b+/CD3−/CD45RA−/CD161-/SSC-low) and neutrophils (CD45+/CD11b+/CD3−/CD45RA−/CD161−/CD43int/SSC-high) were obtained from the rat blood. The antibodies used are listed in Table 1. Cells were suspended in wash buffer containing 5% 7-AAD solution (559925, BD Pharmgen) 5 min before analysis to exclude dead cells. The sorted cells were at once pooled in RPMI-1640 containing 10% fetal bovine serum. After centrifugation at 400 g at 4°C for 5 min, RNA was isolated and sequenced from the cells in the pellets collected.

#### Deconvolution

We converted transcript IDs to rat gene symbols (RGD), and median values were selected for duplicate gene names. Only genes in common with the bulk tissue gene expression matrix were retained. Among the retained genes, up to 200 genes were retained as markers with an absolute fold-change > 1.5 for other cell types. Finally, *N* genes collected from K cell markers defined above were included in the analysis, and the cell type-specific expression matrix $X\in R^{N\times K}$ was defined. Consider a measured bulk gene expression matrix $Y\in R^{N\times M}$ for *N* genes across *M* samples, each containing *K* different cell types. The goal of deconvolution is to estimate cell type-specific expression $X\in R^{N\times K}$ and cell type-specific proportion $P\in R^{K\times M}$, and can be written as follows:

(1) Y ≈XP.

Elastic Net is a regularized regression model with combined L1 and L2 penalties. We can estimate the cell type-specific expression $\hat{P}$ via

(2) P^=arg⁡minP {⁡||Y-XP||2 2+ λ∑j=1M121-αPj2+αPj},

where λ and α are hyperparameters, and we set λ=1 and α=0.05 which are based on published paper using Elastic Net for deconvolution (Altboum *et al.*, 2014). The essential codes are available in GitHub (https://github.com/mizuno-group/Deconv). The list of signature genes developed in this study is available in GitHub (RatDeconvolution/result/reference). Analysis was performed using Python (version 3.9.12) with open-source packages (numpy, version 1.22.4; pandas, version 1.1.5; scipy, version 1.8.0; scikit-learn, version 1.0.2; statsmodels, version 0.13.2; umap, 0.5.3).

#### Other species’ signature matrices

We used LM6 from the CIBERSORTx home page (https://cibersortx.stanford.edu/) as the human-derived signature matrix (Chen *et al.*, 2018a). For the mouse-derived signature matrix, we collected mouse immune cell transcriptomes from the public database and summarized them to create reference profiles. To convert the gene names, the correspondence tables for RGD to human gene symbols and mouse gene symbols were downloaded from the BioMart Ensemble database (http://asia.ensembl.org/index.html). Genes that corresponded to RGD genes that do not exist were omitted from subsequent analysis. The locations and immune cell types of the data are listed in the Supplementary Data 4.

#### Single sample gene set enrichment analysis

The GO annotation file (rgd.gaf) and GO tree structure (go.owl) were downloaded from the GO Consortium website (http://geneontology.org). The ontology at the fifth depth from the top of the tree structure and the corresponding gene set were extracted and used for the following analysis. We subjected RNA sequence data to single-sample gene set enrichment analysis (ssGSEA) with following the ssGSEA algorithms (https://github.com/broadinstitute/ssGSEA2.0). Note that the gene expression profiles of the Open-TGGATEs database have approximately 3 duplicate samples for each administration condition. Figures about the ssGSEA include all those duplicates.

#### Clustering analysis

Dimensionality reduction and clustering were performed using immune cell trafficking or transcriptome of the liver at 3, 6, 9, and 24 h after administration as features. All features were reduced in dimensionality by locally linear embedding, multidimensional scaling, spectral embedding, principal component analysis, *t*-distributed stochastic neighbor embedding, and uniform manifold approximation and projection. The dimensionally reduced features were combined and visualized using a meta-visualization method (Ma *et al.*, 2023). The combined meta-distance matrix was subjected to hierarchical clustering and visualized with a heat map. Note that only CD4 T cells, CD8 T cells, monocytes, and neutrophils were used for immune cell trafficking features, and all features were converted to a *z*-score for the corresponding control samples. Additionally, note that transcriptome features were log-transformed and converted to a *z*-score for each compound feature. Adding to immune cell trafficking, some of pickled hematology data (ALT, total bilirubin, platelets, red blood cells, lymphocytes in the blood) were collected from Open TG-GATEs database. All features were converted to a *z*-score for the corresponding control samples and their time courses were visualized. The detailed code used is found on GitHub (https://github.com/mizuno-group/RatDeconvolution). Analysis was performed using Python (version 3.9.12) with open-source packages (numpy, version 1.22.4; pandas, version 1.1.5; scipy, version 1.8.0; scikit-learn, version 1.0.2; statsmodels, version 0.13.2; umap, 0.5.3).

## Results

###  

#### Extension of application of deconvolution to rats

Deconvolution requires gene expression profiles of the sample to be analyzed (mixture profiles) and gene expression profiles of the target cells with the specific marker genes (signature matrix) created from reference profiles. Given that $M\in R^{n\times p}$ are the mixture profiles, $B\in R^{k\times n}$ is the signature matrix, and $F\in R^{n\times k}$ indicates the scores corresponding to the cell composition, deconvolution calculates *F* in the following equation: M=F×B, where n, p, and k are the number of samples, genes, and the estimated cell types.

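Sorted immune cells of rats were sequenced as paired-end RNA libraries, with 6 samples for each of 6 cell types and 36 samples in all. B cells, CD4 T cells, CD8 T cells and natural killer (NK) cells came from the spleen, and monocytes and neutrophils from the blood. The authors quantified the reads with Salmon against the Ensembl cDNA of the rat build Rnor_6.0, and their deposited table gives 1 value for each of 31196 transcripts in each sample. The methods describe TPM, a unit whose total is the same in every sample. The deposited values of the sorted samples instead add up to totals from 3429971 to 13576585, and 0% of the values above 0 are whole numbers. They were therefore used as estimated counts, and each total is given as the depth of its sample. The total had a median of 11281637 in B cells (range 9697465 to 12141814) and of 11062340 in NK cells (range 9756558 to 11826984). In CD4 T cells the median was 11126973 (range 10024234 to 12281799), and in CD8 T cells it was 11094101 (range 9993834 to 13282944). Monocytes had a median of 9871162 (range 9510256 to 10995313) and neutrophils of 10888483 (range 3429971 to 13576585). Neutrophil replicate 5 was the shallowest sample, so counting error is largest there. Between 41.7% and 50.9% of the transcripts were listed at 0 in a sorted sample.

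Each value was divided by its sample's total and multiplied by 1000000, which gives counts per 1000000 (CPM). Pearson's r of log2(CPM + 1) between samples of the same cell type lay between 0.930 in NK cells and 0.983 in B cells, over transcripts with a mean of at least 1 CPM. This r is across transcripts, which are not independent replicates. Identical values were found in 0 pairs of samples. Transcripts are named by Ensembl identifier alone in the table, and 0 of the 31196 identifiers matched the list of 47357 rat genes of the assembly GRCr8 that was used here for names. All values therefore refer to transcripts. The methods merge transcripts into gene symbols by the median of duplicate names, and that step was not repeated.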

To extend the application of deconvolution to rats, we obtained gene expression profiles of representative immune cell types for the rat-derived reference profiles. Neutrophils, monocytes, CD4 T cells, CD8 T cells, natural killer cells, and B cells were selected and sorted from the spleen or blood of rats. The immune cell types used in this study are equivalent to LM6, the well-known reference profiles for humans composed of the representative 6 immune cell types prepared by Chen *et al.* (2018a). 

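Bulk RNA was sequenced from 5 spleen samples, 5 samples of whole blood cells (WBC) and 15 livers. The livers came from 5 rats given acetaminophen (APAP) at 3 g/kg, 5 given methylene dianiline (MDA) at 300 mg/kg and 5 given the vehicle, 0.5% methylcellulose (Ctrl), and were collected after 24 h. APAP is an analgesic that injures hepatocytes at high doses, and MDA is an aromatic amine that injures bile ducts and liver. Quantification was the same as for the sorted cells, so the values are again estimated counts per transcript. The total per sample had a median of 11070347 in spleen (range 10177572 to 13587693) and of 10617329 in WBC (range 9961625 to 11273769). Control livers had a median total of 11846492 (range 10484912 to 12547746). After APAP the median was 11305503 (range 10524187 to 12059098), and after MDA it was 12140294 (range 10847317 to 14146402). The ranges of these totals overlap between all 5 groups.

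The 10 most abundant transcripts held 24.9% to 29.6% of the total in control livers. That share was 15.0% to 18.5% after APAP and 20.0% to 23.8% after MDA, so dividing by the total raises the other transcripts of treated livers. Scores were computed from values divided by the total. Single transcripts were compared with edgeR's quasi-likelihood test on the estimated counts rounded to whole numbers. TMM normalization was used there to set such shares aside, over transcripts with a mean of at least 1 CPM. A transcript was counted as changed at a Benjamini-Hochberg adjusted p-value under 0.05. Replicates of a group correlated with r between 0.955 (APAP livers) and 0.979 (spleen) on the log2 scale, across transcripts.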

Spleen and blood, whose immune cell composition is known to be different, and the liver derived from rats treated with liver toxicants were obtained and subjected to both transcriptome analysis and flow cytometry simultaneously for validation. As liver toxicants, we selected acetaminophen and methylene dianiline, which are known to induce neutrophil and monocyte migration 24 h after treatment, respectively (Bailie *et al.*, 1994; Mitchell *et al.*, 1973).

We compared the ratio of immune cells measured by flow cytometry and those estimated by applying deconvolution using the prepared rat-specific reference profiles to the counterpart mixture profiles. 

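The estimated side of this comparison was re-derived, while the flow cytometry values were not analysed here. The reference profile of a cell type was the mean CPM of its 6 sorted samples. A transcript was assigned to the cell type in which it was highest if its fold change over the next highest cell type was above 1.5, with 1 CPM added to both values. Up to 200 transcripts per cell type, ranked by this fold change, formed the signature. The rule found 1109 transcripts for monocytes, 931 for neutrophils, 422 for NK cells, 337 for B cells, 120 for CD4 T cells and 56 for CD8 T cells. The signature matrix held 976 transcripts, which include all of those found for CD4 and CD8 T cells. The median fold change of the transcripts used was 5.66 in neutrophils, 3.76 in monocytes, 3.25 in NK cells, 1.97 in B cells and 1.74 in both CD4 T and CD8 T cells. Scores were the coefficients of an elastic net without intercept (lambda 1, alpha 0.05), fitted to the CPM of each sample. They are not fractions, and they can lie below 0.

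The sorted samples served as a check, each scored with a reference made without its replicate number. The share of the positive scores that fell on the sample's own cell type was 76.2% ± 24.0 (SD, n = 36), and 32 of 36 samples scored highest on their own cell type. By cell type, the share was 86.3% ± 6.62 in monocytes, 80.4% ± 20.4 in CD4 T cells and 77.1% ± 39.6 in CD8 T cells (SD, n = 6 each). It was 73.6% ± 33.8 in NK cells, 73.5% ± 22.9 in B cells and 66.5% ± 8.86 in neutrophils (SD, n = 6 each). These shares overlap between cell types and were not tested against each other. CD8 T cell replicate 5 had a share of 0% and NK cell replicate 5 a share of 10.1%. Scoring log2(CPM + 1) moved the mean share most, to 74.1%, but the cell types moved more and in both directions. On that scale neutrophils had 86.1%, CD4 T cells 60.97% and CD8 T cells 60.6%. Neutrophils had 53.0% with up to 50 transcripts, and 4 of their 6 samples scored highest on their own cell type.

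**Figure D1:**
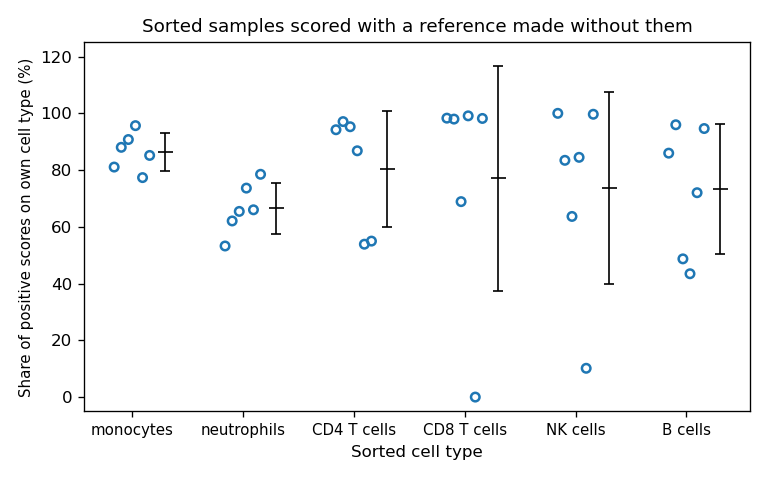
Share of the positive scores, in %, that fell on a sorted sample's own cell type, for 6 samples (circles) of each cell type on the horizontal axis, with the mean and SD in black. Most samples lie above 50%, and CD8 T cell replicate 5 lies at 0%.

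In edgeR's quasi-likelihood test over all 36 sorted samples, 3782 of 14172 transcripts were higher in 1 cell type than in each of the other 5. They were 2184 for neutrophils, 1028 for monocytes, 274 for NK cells, 233 for B cells, 44 for CD4 T cells and 19 for CD8 T cells. Neutrophils and monocytes came from blood and the others from spleen, so tissue of origin can be part of their counts. Without TMM normalization these counts moved most in neutrophils, to 1006, and in monocytes, to 1559. The small counts moved with single reference replicates. Without replicate 1 the counts were 11 for CD4 T cells and 5 for CD8 T cells, and without replicate 2 or replicate 6 the count for B cells was 81.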

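Scores of the 5 spleen and 5 WBC samples were compared as z-scores over these 10 samples, spleen minus WBC. Neutrophil scores were 0.00691 ± 0.00766 in spleen and 0.150 ± 0.0422 in WBC (SD, n = 5 each), a difference of -1.77 in z. Monocyte scores were 0.0520 ± 0.0378 in spleen and 0.288 ± 0.0814 in WBC (SD, n = 5 each), a difference of -1.71. For CD4 T cells the scores were 0.998 ± 0.754 and -0.156 ± 0.403 (SD, n = 5 each), a difference of 1.38. For CD8 T cells they were -0.0655 ± 0.150 and 0.191 ± 0.0589 (SD, n = 5 each), a difference of -1.48. In each of these 4 cell types all 5 spleen samples lay on the same side of all 5 WBC samples. The two-sided exact permutation p was 0.00794 in each, the smallest that 5 against 5 samples allow, and 0.0119 after Benjamini-Hochberg adjustment over the 6 cell types. NK cell scores were 0.000485 ± 0.0322 and 0.0358 ± 0.0145 (SD, n = 5 each). Their difference of -1.18 did not pass the threshold of 0.05 (exact permutation p = 0.0556, adjusted 0.0667), and 2 of 5 spleen samples lay below all WBC samples. B cell scores were 0.399 ± 0.266 and 0.186 ± 0.101 (SD, n = 5 each). Their difference of 0.964 did not pass it either (exact permutation p = 0.143, adjusted 0.143), with 3 of 5 spleen samples above all WBC samples.

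**Figure D2:**
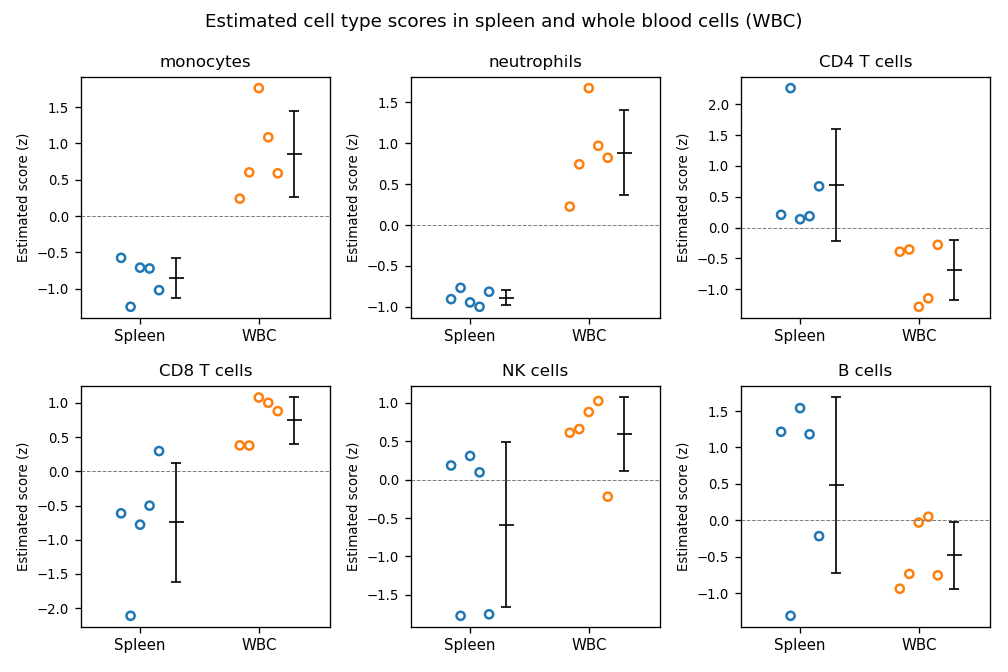
Estimated score of each cell type, as a z-score over the 10 samples on the vertical axis, in spleen (blue) and WBC (orange), with 1 circle per sample and the mean and SD in black. Monocyte, neutrophil and CD8 T cell scores are lower in spleen and CD4 T cell scores higher, while NK and B cell scores overlap.

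Of the 9 other settings tried, computing the scores from log2(CPM + 1) moved the CD4 T, CD8 T and NK cell differences most. The difference then was -1.48 for CD4 T cells, 1.46 for CD8 T cells and 1.22 for NK cells, each with its direction reversed (exact permutation test, adjusted p = 0.0119, 0.0190 and 0.0397). For B cells it was 1.75 on that scale and 1.78 with quantile normalization, its largest move (exact permutation test, adjusted p = 0.0119 and 0.0159). Over the alternatives the adjusted p ran from 0.0119 to 0.648 for CD4 T cells, from 0.0119 to 0.607 for CD8 T cells, from 0.0397 to 0.786 for NK cells and from 0.0119 to 0.151 for B cells, all from exact permutation tests. CD4 T, CD8 T and NK cells also changed direction with up to 50 transcripts per cell type, with quantile normalization and with 0.1 in place of 1 CPM in the fold change. Without reference replicate 2 the CD8 T cell difference was 0.235, and without replicate 4 it was -0.966 and lost its call. The CD4 T cell difference lost its call without reference replicate 1 (1.13), 2 (0.641) or 4 (1.102). With up to 50 transcripts the monocyte difference was -0.619 (exact permutation test, adjusted p = 0.460, against 0.0119 to 0.460 over the alternatives). The neutrophil difference stayed between -1.83 and -1.74 over the same alternatives.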

Regarding spleen and blood, the results showed that a positive correlation was observed for CD4 T, CD8 T, NK cells, neutrophils, and B cells between the evaluated tissues, whereas the estimate for monocytes varied (Figure 2A). The spleen contains resident macrophages with profiles similar those to monocytes (Davies *et al.*, 2013; Ingersoll *et al.*, 2011), which could interfere with deconvolution and be the cause the variation. 

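The signature transcripts of monocytes and neutrophils were also compared between spleen and WBC without the regression. In edgeR's quasi-likelihood test, 6469 of 13885 transcripts changed, of which 3154 were higher in spleen and 3315 lower. Without TMM normalization 6923 changed, and 70.5% of them were higher in spleen against 48.8% with it. Of 184 monocyte signature transcripts tested, 173 were lower in spleen, with a median log2 fold change of -0.75. Of 178 neutrophil signature transcripts, 173 were lower, with a median of -2.28. Both cell types were sorted from blood and the others from spleen, so their signatures can also hold transcripts that differ by tissue of origin. Neither these sets nor the scores can separate that from cell composition. In the set test camera with a preset correlation of 0.01 between transcripts, the adjusted p was 8.0e-20 for monocytes and 1.1e-51 for neutrophils, over 6 set tests. Both sets also passed in fry, with adjusted p-values of 1.3e-05 and 2.4e-05. With the correlation estimated from the data, both adjusted p-values were 0.0903 and no longer passed 0.05. Leaving out 1 sample at a time, the medians stayed between -0.79 and -0.70 for monocytes and between -2.37 and -2.07 for neutrophils. The paper proposes that resident macrophages of the spleen interfere with the monocyte estimate. Its R between estimated and measured monocytes over spleen and blood (Supplementary Data 1) is -0.662. Between spleen and WBC, the monocyte score found here has the opposite direction to the paper's estimate in Figure 2A. Macrophages were not among the 6 sorted cell types, and no list of macrophage genes was tested, since the identifiers were not paired with gene names.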

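In the 15 livers, monocyte scores were 0.0800 ± 0.00505 after vehicle, 0.107 ± 0.0202 after APAP and 0.0976 ± 0.00704 after MDA (SD, n = 5 each). Neutrophil scores were -0.00760 ± 0.000440 after vehicle, -0.00900 ± 0.00250 after APAP and -0.00950 ± 0.000714 after MDA (SD, n = 5 each). All 15 neutrophil scores lay below 0 and all 15 monocyte scores above it. In z-scores over the 15 livers, the monocyte score rose by 1.07 after MDA, with all 5 treated livers above all 5 controls. Its two-sided exact permutation p was 0.00794, or 0.0179 after Benjamini-Hochberg adjustment over the 18 liver comparisons. After APAP the monocyte score rose by 1.63, with 4 of 5 treated livers above all controls, but did not pass the adjustment (exact permutation p = 0.0317, adjusted 0.0571). The neutrophil score differed by -1.16 after MDA, with all 5 treated livers below all controls (exact permutation p = 0.00794, adjusted 0.0179). After APAP it differed by -0.856, which was not larger than the spread between replicates (exact permutation p = 0.278, adjusted 0.313). Between APAP and MDA the monocyte score differed by 0.555 and the neutrophil score by 0.303, and neither passed (exact permutation test, adjusted p = 0.429 and 0.643).

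**Figure D3:**
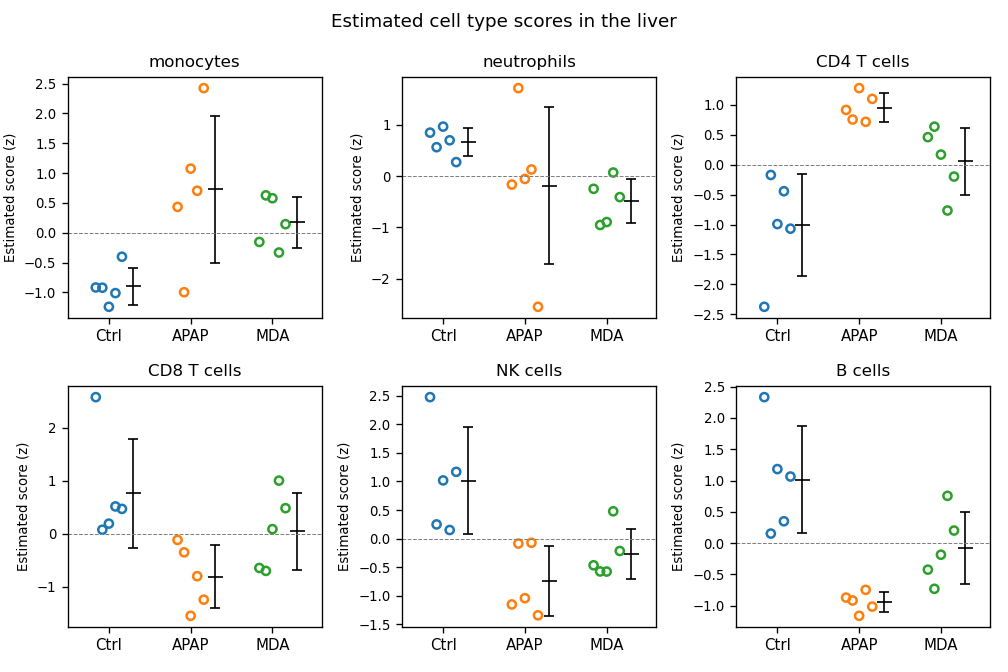
Estimated score of each cell type, as a z-score over the 15 livers on the vertical axis, after vehicle (Ctrl), APAP or MDA, with 1 circle per liver and the mean and SD in black. Monocyte scores have means of -0.899 after vehicle, 0.727 after APAP and 0.172 after MDA, and neutrophil scores 0.671, -0.184 and -0.487.

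These values depended on the scale. On log2(CPM + 1), the neutrophil score rose by 1.97 after APAP (exact permutation test, adjusted p = 0.0238, against 0.0238 to 1.00 over the alternatives) and by 0.165 after MDA. The monocyte score then rose by 0.0349 after APAP (exact permutation test, adjusted p = 0.952, against 0.0119 to 0.952 over the alternatives) and by 1.70 after MDA. On that scale the APAP livers had a lower monocyte score than the MDA livers (-1.66) and a higher neutrophil score (1.80), both with an adjusted p of 0.0238 in the exact permutation test. APAP and MDA also differed in the neutrophil score with up to 50 transcripts (1.38), with 0.1 CPM added (1.46) and with signature transcripts of at least 10 CPM (1.72). In those 3 settings the monocyte score was lower after APAP, by z-score differences of -1.03, -0.948 and -1.53. Non-negative least squares gave a neutrophil score of 0 in every liver, and 0.501 for monocytes after MDA (exact permutation test, adjusted p = 0.0794). Its monocyte score rose by 2.12 after APAP and was higher after APAP than after MDA, by 1.62. Neither of these differences gained a call. Single samples also decided values. Without reference replicate 4, APAP and MDA differed by -1.51 in the monocyte score and by 1.63 in the neutrophil score. Without APAP replicate 2, the difference from vehicle was 2.06 in the monocyte score and -1.46 in the neutrophil score, and both passed the adjustment.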

We performed the same analysis on liver samples subjected to chemical perturbations and found a high positive correlation, especially for neutrophils and monocytes (Figure 2B).

**Figure 2.**
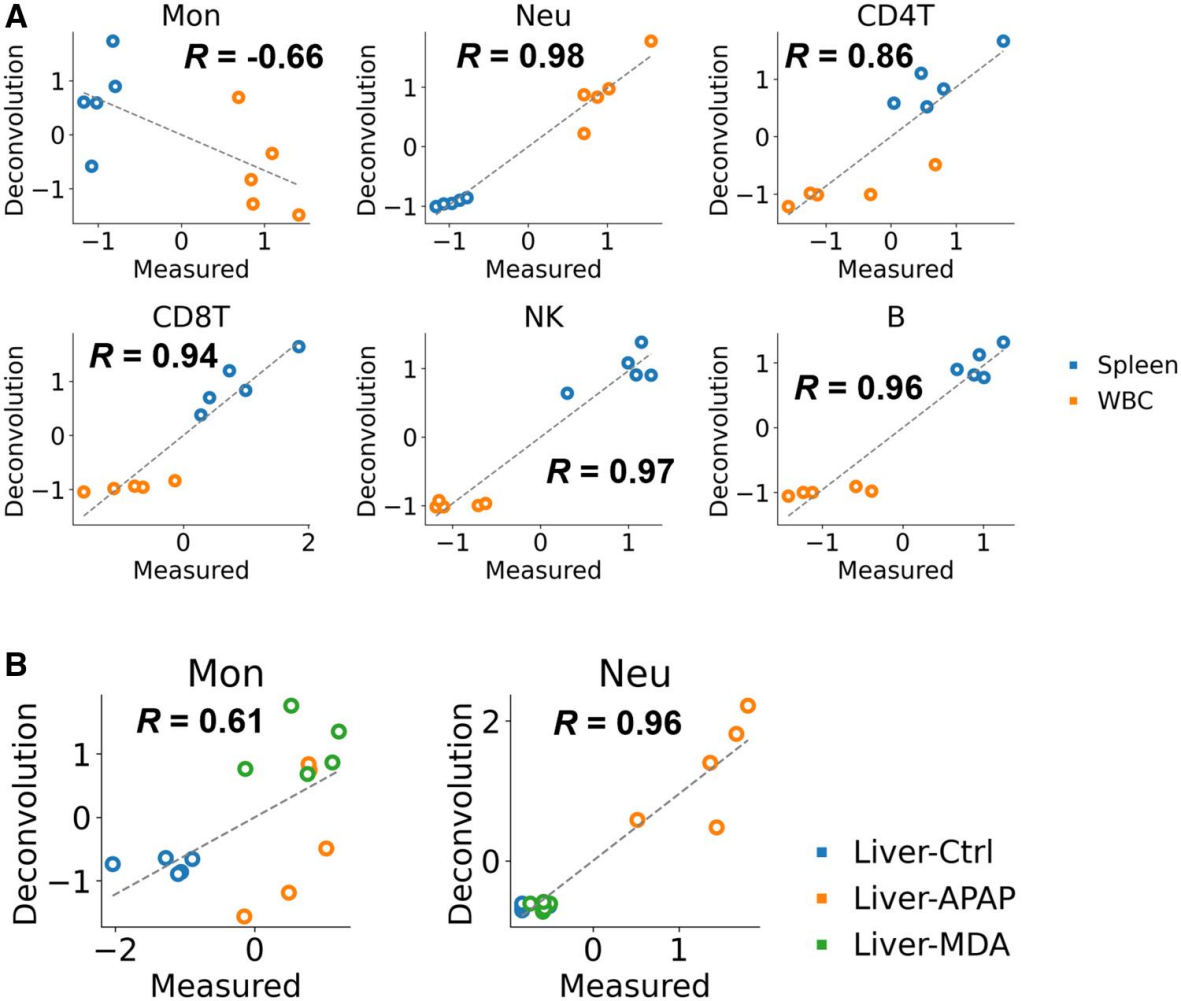
Comparison of estimated and measured immune cell trafficking in rat tissues. A, Comparison in rat spleen (blue) and whole blood cells (WBC, orange). B, Comparison using the rat liver after the compounds were administered. Measurement values were obtained with the flow cytometry after cell isolation and red blood cell lysis. Estimated values were calculated by deconvolution using a rat-specific signature matrix. Concordance was measured by Pearson correlation (*R*) and linear regression (dashed line). Note that these values were converted to *z*-score between the compared samples. Ctrl, control (blue); APAP, acetaminophen (orange); MDA, methylene dianiline (green).

We also examined the extrapolation using human and mouse signature matrices derived from existing reference profiles. The accuracy was very low especially for CD4 T and CD8 T cells, indicating that there are species differences in the expression of the gene cluster of each reference immune cell and that the rat gene expression profiles are required to create a signature matrix for rat deconvolution (Supplementary Figs. 1 and 2).

Based on these findings, we concluded that deconvolution in rat gene expression profiles had been established. Notably, in neutrophils and monocytes, the accumulation by perturbation of the compound can be readily estimated with deconvolution. However, care should be taken regarding the limited predictivity and sensitivity of the proposed method. 

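Transcripts of the neutrophil and monocyte signatures were followed in the livers apart from the scores. Of 13482 transcripts tested with edgeR's quasi-likelihood test, 5505 changed after APAP, 2739 higher and 2766 lower. After MDA 2963 changed, 1433 higher and 1530 lower. Without TMM normalization the counts were 8473 after APAP, 88.6% of them higher, and 6500 after MDA, 91.5% of them higher. That scaling moved the median log2 fold change of all transcripts from 0.05 to 0.75 after APAP and from 0.02 to 0.56 after MDA. Of 91 neutrophil signature transcripts tested, 52 were higher after APAP, with a median log2 fold change of 0.30 (camera, adjusted p = 0.476). After MDA 52 were higher too, with a median of 0.15 (camera, adjusted p = 0.534), or 0.14 with transcripts at the limit of 3 counts set to their bound. With up to 50 transcripts the median after MDA was -0.08. The monocyte signature fell by 0.32 at the median after APAP, with 76 of 128 transcripts lower (camera, adjusted p = 0.0161). That fall passed in fry (adjusted p = 2.4e-05) but not with the correlation estimated from the data (adjusted p = 0.163). Without TMM normalization the same median was 0.39, which lies below the shift of all transcripts in that fit. After MDA the monocyte median was 0.01 (camera, adjusted p = 0.981), and -0.01 without MDA replicate 5. The other 3 medians without TMM normalization were 0.97 for neutrophils after APAP, 0.67 for neutrophils after MDA and 0.55 for monocytes after MDA. None of these 3 sets passed in camera there.

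The transcripts with the largest changes in which all 5 treated livers lay apart from all 5 controls are given by identifier, since no names were paired with them. ENSRNOT00000009448 was listed at 0 in control livers and at 33.2 ± 22.2 CPM (SD, n = 5) after APAP, at least 130-fold higher (edgeR, adjusted p = 5.8e-06). ENSRNOT00000091923 was listed at 0 in control livers and at 16.7 ± 8.09 CPM (SD, n = 5) after MDA, at least 65.6-fold higher (edgeR, adjusted p = 0.00016). ENSRNOT00000092008 had 19.0 ± 9.51 CPM (SD, n = 5) in control livers and was listed at 0 in all treated livers. It was at least 71.7-fold lower after APAP and at least 79.8-fold lower after MDA. ENSRNOT00000010639 had 196 ± 47.5 CPM (SD, n = 5) in control livers. Its log2 fold change was -10.26 after APAP and -10.74 after MDA (edgeR, adjusted p = 1.7e-08 and 8.7e-09). Its highest count in a treated liver was 6 after APAP and 5 after MDA, so the size of these folds rests on few counts. Both comparisons share the same control livers.

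The paper relates estimated to measured values in these samples. Its reported R for the liver (Supplementary Data 1) is 0.956 for neutrophils and 0.608 for monocytes. From the correlations in Figure 2, and from the lower accuracy of human and mouse matrices, the paper concludes that deconvolution had been established for rat gene expression profiles.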

In the comparison analysis of the liver, the estimation accuracy was low for some immune cells including NK cells (Supplementary Figure 3). 

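For the other 4 cell types, the liver scores after APAP all lay apart from those after vehicle. NK cell scores were -0.000370 ± 0.00197 after vehicle and -0.00406 ± 0.00129 after APAP (SD, n = 5 each), a difference of -1.75 in z. CD4 T cell scores were 0.0603 ± 0.0446 and 0.163 ± 0.0124, and differed by 1.96. CD8 T cell scores were -0.0242 ± 0.00853 and -0.0373 ± 0.00495, and differed by -1.58. B cell scores were -0.00866 ± 0.0174 and -0.0483 ± 0.00316, and differed by -1.96. In each case all 5 treated livers lay on the same side of all 5 controls (exact permutation p = 0.00794, adjusted 0.0179). After MDA the scores were -0.00307 ± 0.000934 for NK cells, 0.117 ± 0.0294 for CD4 T cells, -0.0302 ± 0.00607 for CD8 T cells and -0.0308 ± 0.0117 for B cells (SD, n = 5 each). NK cells differed from vehicle by -1.28 (exact permutation p = 0.0238, adjusted 0.0476), with 4 of 5 livers below all controls. The differences of 1.07 for CD4 T cells (exact permutation test, adjusted p = 0.0649) and -1.09 for B cells (exact permutation test, adjusted p = 0.0714) did not pass, nor did -0.719 for CD8 T cells (exact permutation test, adjusted p = 0.313). Between APAP and MDA, CD4 T cells differed by 0.892 and B cells by -0.865 (exact permutation test, adjusted p = 0.0179 for both).

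Many of these calls changed with the processing. On log2(CPM + 1), the difference after APAP was -0.348 for CD4 T cells, 1.19 for CD8 T cells and -1.03 for NK cells, and none of these passed the adjustment. NK cells after MDA then differed by 0.542, also without passing. Single samples decided several values. Without reference replicate 4, the difference after MDA was -0.419 for CD4 T cells and 1.31 for CD8 T cells. Without reference replicate 2, CD8 T cells differed by -0.976 and NK cells by -1.45 after APAP, and neither passed. The NK cell difference after MDA lost its call in 7 of the 16 fits that each left out 1 replicate. Over the 16 fits it stayed between -1.48 and -1.18, and its adjusted p in the main exact permutation test was 0.0476. Each of the 7 fits lacked a liver and so tested fewer samples. These losses therefore do not mark a single deciding sample. The B cell difference after APAP kept its direction under all alternatives tried, from -2.16 to -1.26. Its call was lost with non-negative least squares and with up to 50 transcripts per cell type. Its adjusted p ran from 0.0119 to 0.278 over the other settings (exact permutation tests). Every CD8 T cell score of the livers was negative, as was every B and NK cell score after APAP or MDA. These coefficients are therefore no amounts of cells. The paper's reported R between estimated and measured values in the liver (Supplementary Data 1) is 0.208 for NK cells, 0.350 for CD4 T cells, 0.0844 for CD8 T cells and 0.442 for B cells.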

Notably, robust positive correlations were observed across all immune cell types in relation to the spleen. Comparable positive correlations were evident in the blood, with exceptions in the case of monocytes and NK cells (Supplementary Figure 4). Conversely, within the liver, we observed low correlations across nearly all immune cell types under a single drug condition. It should be noted that the influence of 1 outlier sample regarding measurement values obtained by FACS was prominent in the evaluation of neutrophils within the liver control group, as well as NK cells within the liver acetaminophen group, which exhibited low correlation. Combined with the fact that the preparation of liver samples is more complicated than for spleen and blood, it implies that detecting small variances within single condition groups is challenging even when employing experimental methodologies. Much larger sample size would be necessary for appropriate evaluation of such small variances within a single condition group. In summary, the established deconvolution method exhibits comparable accuracy in estimating immune cell trafficking for inter-condition sample comparisons. However, its efficacy in capturing subtle variances within a single condition group remains uncertain. These findings delineate a limitation of our method and underscore the significance of elucidating the lower threshold of predictable variation for subsequent investigations.

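The spread of the scores within single groups was compared with that between groups, in z-scores. The mean within-group SD had a median over the 6 cell types of 0.6496 in spleen and WBC and of 0.659 in the livers. The share of variance lying between groups ran from 25.8% in B cells to 87.5% in neutrophils for spleen and WBC. In the livers it ran from 25.8% in neutrophils to 68.9% in CD4 T cells. Neutrophil scores had an SD of 0.269 in control livers, 0.436 after MDA and 1.53 after APAP (n = 5 each). Monocyte scores had an SD of 0.307 in control livers, 0.428 after MDA and 1.23 after APAP (n = 5 each). B cells had the reverse order, with an SD of 0.859 in control livers and 0.156 after APAP (n = 5 each). Differences between these SDs were not tested, and 5 samples give a wide range for each. The processing alone moved this spread. With up to 50 transcripts per cell type the median SD was 0.936 in spleen and WBC, and with 0.1 CPM added in the fold change it was 0.435 in the livers. The share of variance between groups moved too. On log2(CPM + 1) it was 84.9% for neutrophils and 9.91% for CD4 T cells in the livers. In spleen and WBC it was then 84.6% for B cells and 92.8% for neutrophils. Relations to the measured ratios within a group were not analysed here.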

#### Validation of rat-specific deconvolution to a public toxicogenomics database

Open TG-GATEs is a representative rat toxicogenomics database in which more than 150 compounds were administered to rats at multiple concentrations, and blood biochemical values, liver and kidney gene expression profiles, and liver pathology specimens were obtained at multiple time points (Igarashi *et al.*, 2015). In the present, we used this database for further analysis.

We validated whether the rat-specific deconvolution could be applied to the liver gene expression profiles of Open TG-GATEs, which shows generalized performance of our approach to external and public databases. From the compounds in the database, we targeted compounds causing ALT elevation, which indicates liver toxicity, within 24 h and analyzed these data with the rat-specific deconvolution. Considering that there was no existing information regarding the relationships with the focused immune cells, 4 compounds were selected as candidates for validation. Colchicine and bortezomib were selected to verify whether the estimated NK and B cell fluctuations could be confirmed. In addition, galactosamine and thioacetamide were selected to compare whether the estimated fluctuations, including those in the early time of 3 h, could be confirmed (Figure 3A).

**Figure 3.**
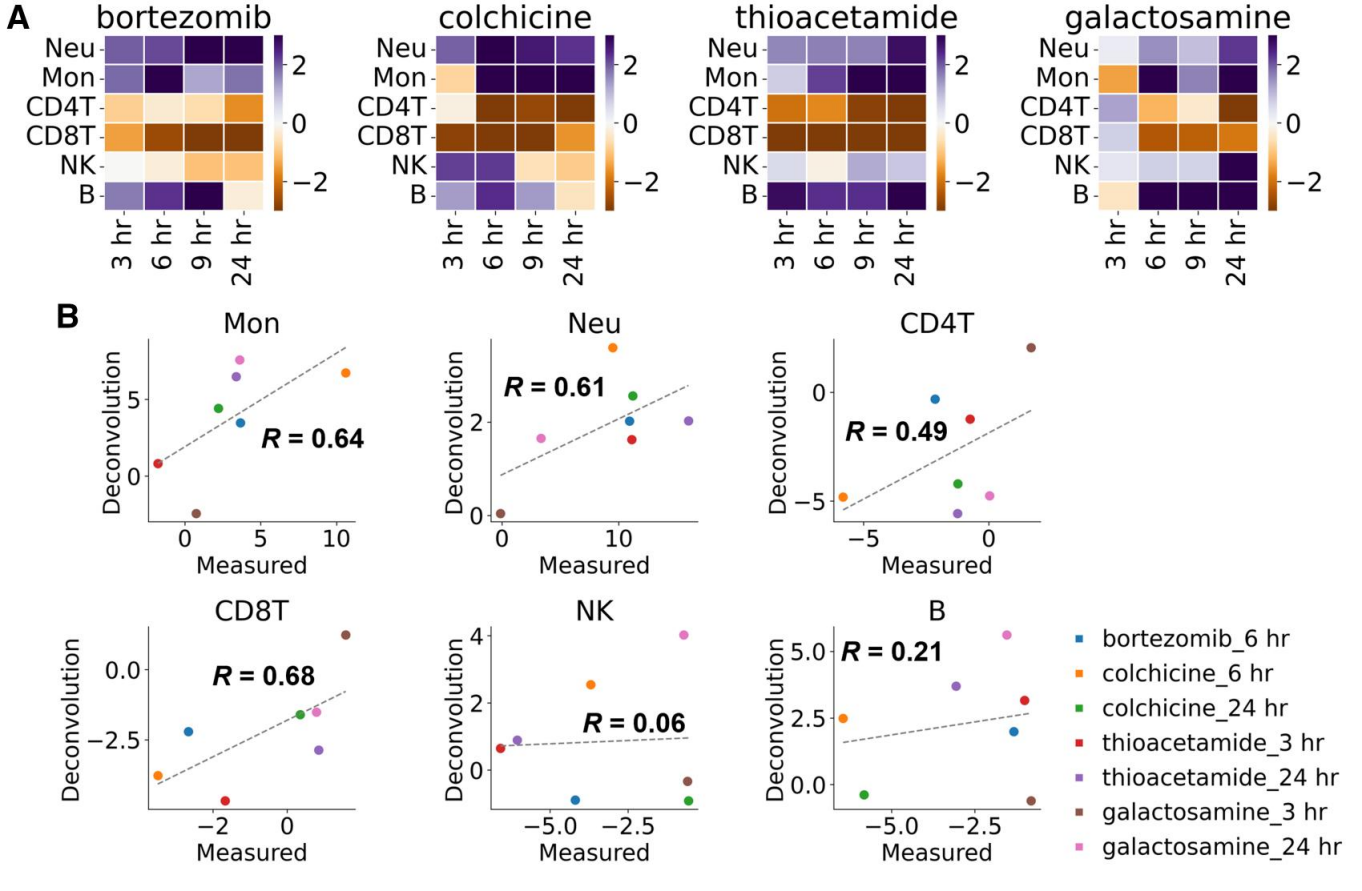
Analysis of Open TG-GATEs database. A, Heatmaps of estimated immune cell trafficking in the liver. Estimated values at 3, 6, 9, and 24 h after administration of each compound used in the validation are shown. Note that these values are converted to *z*-score for the corresponding control samples in Open TG-GATEs database or obtained dataset by ourselves. B, Comparison of estimated and measured immune cell trafficking in rat liver after administering each compound. Concordance was measured by Pearson correlation (*R*) and linear regression (dashed line). Note that these values are converted to *z*-scores between the compared samples. Note that each point is the median value in the experiment or in Open-TGGATEs database (*n* = 3∼4). Mon, monocytes; Neu, neutrophils; CD4T, CD4 T cells; CD8T, CD8 T cells; NK, natural killer cells; B, B cells.

The candidate compounds were administered to rats under the same conditions as those of Open TG-GATEs, and the ratio of immune cells in the liver was measured by flow cytometry. Then, we compared the ratio of immune cells measured by flow cytometry and the estimated values of immune cells by rat-specific deconvolution. Although no clear correlation was observed for NK and B cells, a positive correlation was observed for neutrophils, monocytes, CD4 T cells, and CD8 T cells (Figure 3B). It is noteworthy that we confirmed consistency between the observed and estimated results for tiopronin treatment at 3 h: tiopronin induced a weak but significant increase in ALT but no significant change in the neutrophil ratio (Supplementary Figure 5). The tiopronin data here indicate that rat-specific deconvolution has the potential to detect these slight differences. One of the explanations for the difficulty in estimating NK and B cells is the possibility of large subpopulations of these cells in the liver. Hepatic NK cells have subpopulations that exhibit different profiles than circulating NK cells in the blood (Mikulak *et al.*, 2019). Similarly, B cells have a liver-resident subpopulation that exhibits a specific response during inflammation (Curry *et al.*, 2003; Racanelli *et al.*, 2001). It is possible that these subsets with close, but different, profiles in the liver, affect the accuracy of deconvolution. Our flow cytometry showed that many NK and B cells were resident in the liver specimens compared with the fewer other immune cells, which may support the impact of liver-resident NK and B cells.

We also examined the extrapolation using human and mouse-derived signature matrices obtained from existing reference profiles. Overall, there were cell types that became less predictable (Supplementary Figure 5 and Supplementary Data 1). This result supports the previous conclusion and the importance of preparing rat-derived reference profiles for rat deconvolution.

These results suggest that it is possible to estimate and analyze immune cell trafficking except for B and NK cells in the liver from toxicogenomics databases, which are often organized with rats.

#### Identification of clusters of compounds that have different immune cell trafficking

Although there are a few studies on immune cell trafficking as a response to a single compound or a few compounds, there are no reports comparing the responses to a large number of compounds. By applying the established deconvolution to existing large toxicogenomics databases, it is possible to gain aggregated knowledge of the differences in immune cell trafficking as biological responses to variable perturbations. As in the validation study, Open TG-GATEs database was subjected to deconvolution, followed by stratification, and analysis of biological phenomena.

Based on ALT elevation (≥65), we targeted 16 compounds (Supplementary Figure 6 and Table 2). For the 4 types of cells (neutrophils, monocytes, CD4 T cells, and CD8 T cells) that had been accurately estimated, as shown in Figure 3, the estimated scores of each cell at each time point were used as the features.

**Table 2.** Compound used in stratification analysis

Compound name	Immune cluster	Transcript cluster
Tacrine	4	2
Nitrofurazone	4	2
Enalapril	1	2
Metformin	1	4
Gefitinib	1	1
Simvastatin	1	2
Tiopronin	1	2
Naphthyl isothiocyanate	1	1
Bromobenzene	1	3
LPS	3	3
Cycloheximide	3	3
Bortezomib	2	4
Methylene dianiline	2	4
Galactosamine	2	4
Colchicine	2	3
Thioacetamide	2	4

*Note:* Cluster numbers stratified by analysis are attached for immune-based and transcript-based.

We used meta-visualization and 6-dimensional reduction methods to visualize and extracted the intrinsic structure of the normalized dataset (Figure 4A and Supplementary Figure 8) (Ma *et al.*, 2023). Meta-visualization is a spectral method for assessing and combining multiple data visualizations produced by diverse algorithms, generating a consensus visualization that has improved quality over individual visualizations in capturing the underlying structure. This method is theoretically grounded in a general signal-plus-noise model and has robustness against noise and possible adversarial candidate visualizations. The compounds were divided into 4 clusters based on hierarchical clustering using the combined features by meta-visualization (Figure 4B). Note that the result of this clustering is different from the result of clustering of the liver gene expression profiles (Figs. 4C and 4D and Supplementary Figure 9). This indicates that the analysis based on immune cell trafficking captures a different perspective from that of gene expression profiles themselves and adds an interpretable new layer.

**Figure 4.**
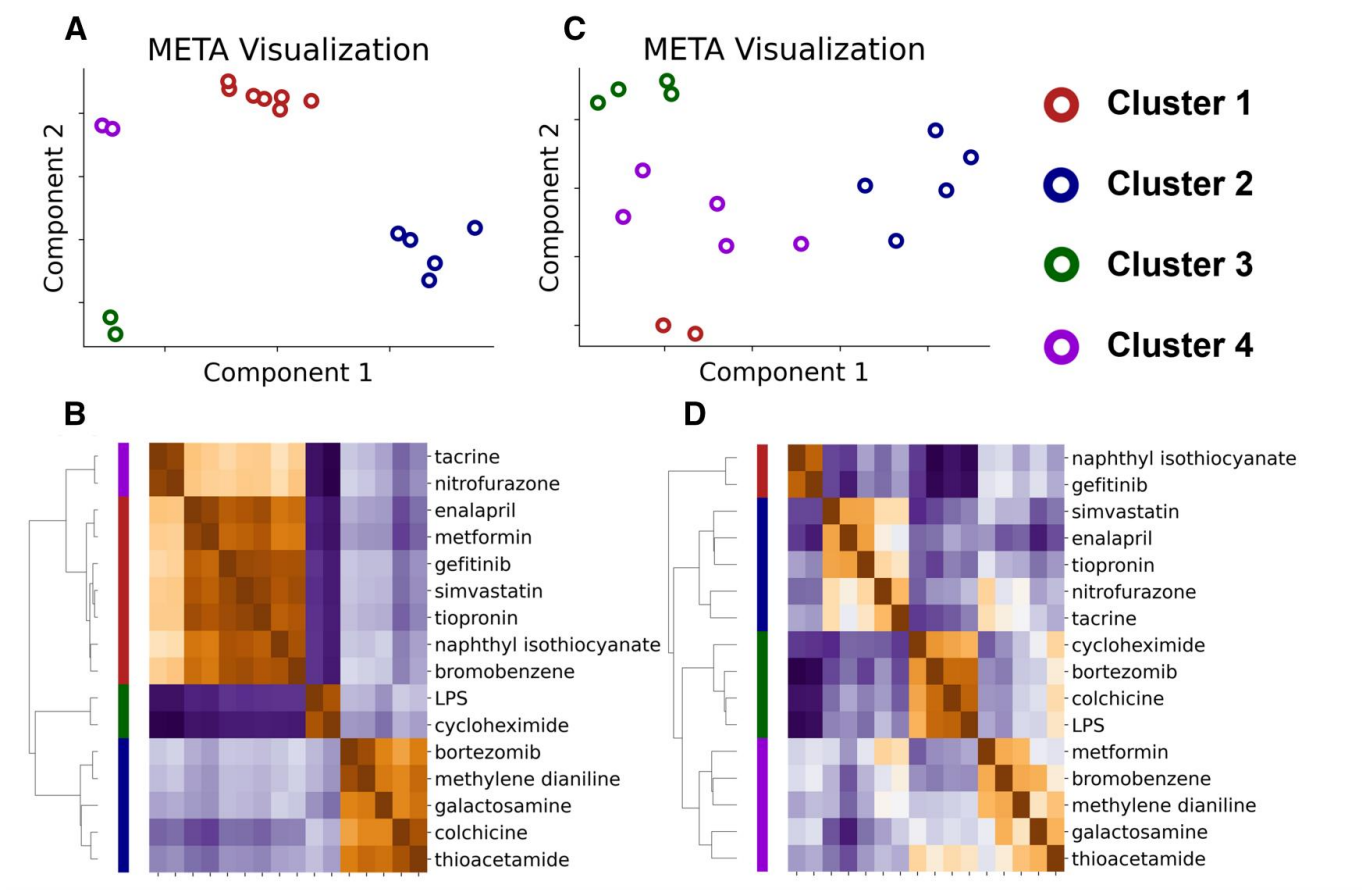
Clustering analysis of 16 compounds that induced significant ALT elevation in the Open TG-GATEs database. Dimensionality reduction and clustering were performed using (A), (B) immune cell trafficking (C), and (D) transcriptome of rat liver at 3, 6, 9, and 24 h after administration. All features were reduced in dimensionality by locally linear embedding, multidimensional scaling, spectral embedding, principal component analysis, *t* distributed stochastic neighbor embedding, and uniform manifold approximation and projection. (A), (C) The dimensionally reduced features were combined and visualized by the meta-visualization method. Cluster 1, red; Cluster 2, blue; Cluster 3, green; Cluster 4, violet. (B), (D) The combined meta-distance matrix was subjected to hierarchical clustering and visualized with a heatmap. The color bar closest to the heatmap corresponds to the stratified compound clusters of the heatmap. Note that only CD4 T cells, CD8 T cells, monocytes, and neutrophils were used for immune cell trafficking features. All features were converted to *z*-score for the corresponding control samples before being subjected to the dimensional reduction methods. Note also that transcriptome features were log-transformed and converted to *z*-score between each compound feature.

#### Characterization of the compound clusters

Do the clusters based on immune cell trafficking found in the data-driven analysis in Figure 4 have any biological meaning? First, to gain insight into the behavior of immune cell trafficking and ALT as the index of liver injury for each cluster, we plotted the time course of their changes (Figure 5A). Note that the color filling around the line indicates the 95% confidence interval of all samples belonging to each cluster and depends on the number of compounds. Figure 5A shows that compounds belonging to cluster 3 have a strong effect on immune cell trafficking. Cluster 2 is the second strongest cluster on immune cell trafficking, and interestingly, the monocytes at 6 and 9 h after administration show more accumulation than those of cluster 3. Compounds belonging to clusters 1 and 4 have much weaker effects than those of clusters 2 and 3, and cluster 1 is slightly stronger than cluster 4. When these clusters were classified using random forest, ALT did not contribute significantly to the model, suggesting that these clusters do not simply indicate the degree of liver injury (Supplementary Data 2). Not surprisingly, because the clusters are different, these behaviors differ from those resulting from clustering based on the transcriptome (Supplementary Figure 10).

**Figure 5.**
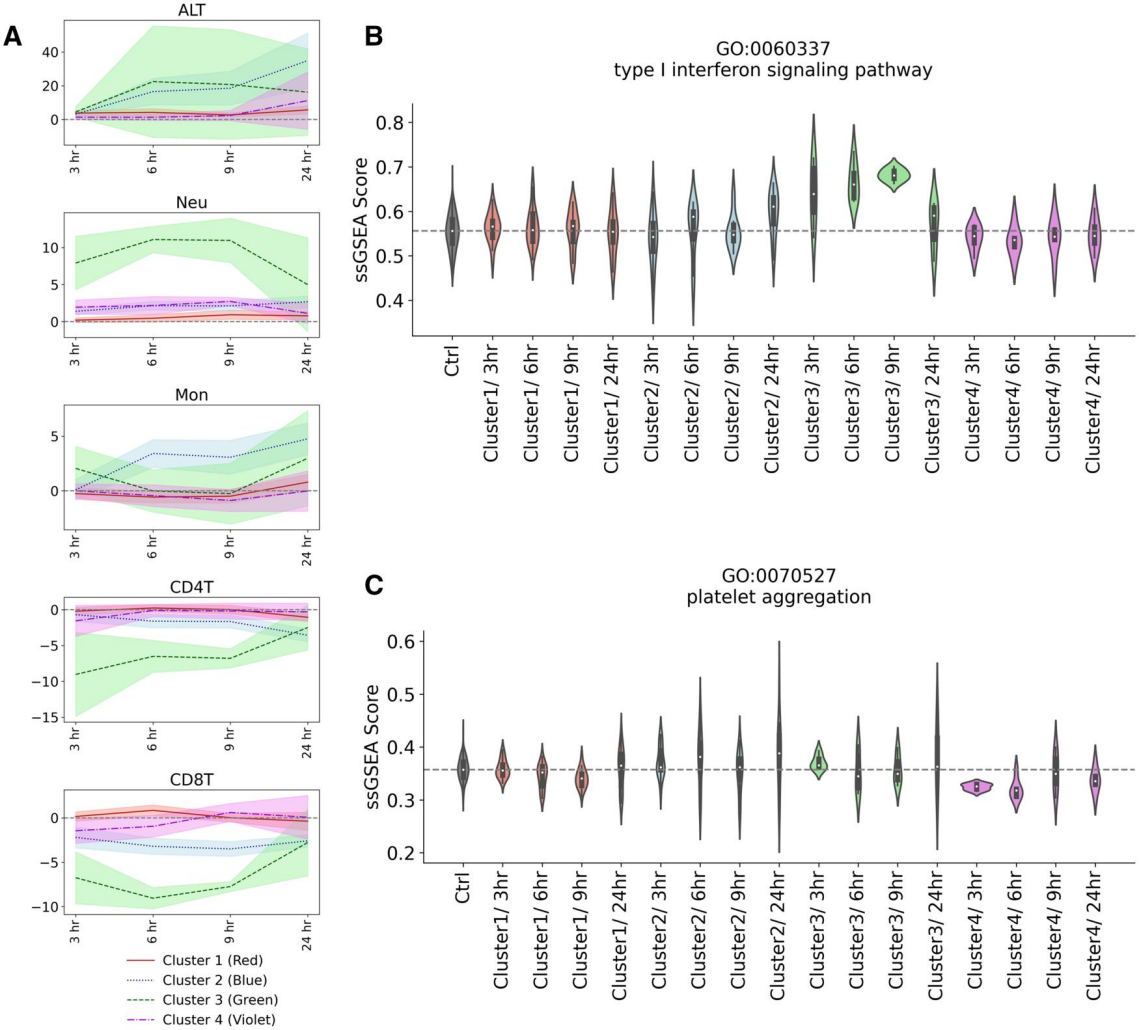
A, Time course of changes in immune cell trafficking and ALT in stratified compound clusters. The line is the average value for each cluster, and the filled color around it indicates the 95% confidence interval. Each color corresponds to the color of the compound stratified by analysis of immune cell trafficking. Note that the scale of the *x*-axis does not correspond to the actual time values. B and C, Time course of changes in single-sample gene set enrichment analysis (ssGSEA) scores of the liver transcriptome. The ssGSEA scores of gene ontology terms GO: 0060337 type I interferon signaling pathway and GO: 0070527 platelet aggregation were visualized as violin plots. Note that other terms were visualized in Supplementary Figure 12.

Cluster 3, the strongest cluster on immune cell trafficking, contains 2 compounds, LPS, which is known as a strong inflammation inducer, and cycloheximide, a protein synthesis inhibitor targeting the translational process (Ferluga and Allison, 1978; Ledda-Columbano *et al.*, 1992). Because the number of compounds in this cluster is small and easy to compare with existing knowledge, we focused on this cluster and evaluated its consistency with the existing biological knowledge. We calculated the gene ontology enrichment score back to the gene expression data of each compound to investigate the commonalities among the effects of the compounds. We searched for gene ontology terms that discriminate these compounds from those belonging to other clusters with statistical tests. As a result, the type I interferon signaling pathway was detected as a characteristic gene ontology term (Figure 5B). Although existing knowledge of the inflammatory response induced by cycloheximide is limited compared with that of LPS, a representative inflammation inducer, in a literature survey, cycloheximide was reported to stimulate the production of type I interferon RNA (Ringold *et al.*, 1984).

Similarly, in cluster 4, to which tacrine and nitrofurazone belong, platelet aggregation was detected as a characteristic gene ontology term, particularly in the early time points (Figure 5C). Platelets are known to release signaling factors related to liver injury and regeneration, and their association with acute liver failure and liver disease has been reported (Morris and Chauhan, 2022). Their importance has also been suggested in mouse models of DILI (Chauhan *et al.*, 2020; Miyakawa *et al.*, 2015). A literature survey indicated that the 2 compounds inhibit platelet aggregation (Rossi and Levin, 1973; Slevin *et al.*, 2018). In addition, the biochemical values of blood in the database showed a slight trend toward an increase in platelet concentration at 9 h compared with the other clusters (Supplementary Figure 11). The 2 compounds can influence liver injury by affecting pathways and mechanisms related to platelets.

Other characteristic other gene ontology terms for each cluster were found by statistical tests with conservative correction for multiplicity (Supplementary Figure 12 and Supplementary Data 3).

Biological knowledge, extracted by a stratification analysis using estimated immune cell trafficking, could not be extracted by using the liver transcriptome alone (Supplementary Figs. 13 and 14). In summary, the clusters obtained by immune cell trafficking are expected to have biological meanings that are consistent with existing biological knowledge, rather than overfitting the data.

## Discussion

###  

#### Importance of establishing deconvolution method in rats

Although there have been studies that applied deconvolution to rat tissues, to our knowledge, there are no rat immune cell transcriptome datasets appropriate for reference profiles of deconvolution in public databases, and therefore, LM22, a human dataset, is often employed (Gil Del Alcazar *et al.*, 2022; Wang *et al.*, 2021). Here, we have confirmed that the use of mouse or human-derived reference profiles for deconvolution of rat specimens resulted in a decrease in accuracy for several immune cell types compared with rat-derived reference profiles, and that species differences did exist. This indicates that the rat-derived reference profiles obtained in this research are necessary for accurate deconvolution of rat specimens. Note that single-cell RNA-seq data of rat specimens, including rat liver, are currently available (Qaisar *et al.*, 2021). However, the characteristics of the data, which would affect the accuracy of the deconvolution, are different from the majority of accumulated legacy transcriptome datasets in public databases.

Deconvolution can now be applied to rats, for which large-scale toxicogenomics data are available in public databases, and work as a knowledge miner for immune cell trafficking in response to various perturbations achieved by compounds. In the present study, we tested data obtained from Open TG-GATEs because of its rich time-series data, whereas analysis of data from DrugMatrix, another large toxicogenomics database containing a larger number of compounds than Open TG-GATEs, is also an interesting target. Other individual data in the toxicological database, not used in this study, would be interesting as well. Pathological information is one of the most interesting targets for further analysis. Linking immune cell trafficking or compounds cluster to pathology holds the potential to promote our understanding of toxicological mechanisms and prognosis. By aggregating extracted knowledge, we could deepen our understanding of immune cell trafficking. Notably, rats are often used in the field of toxicology such as safety assessment of drugs and chemicals. Thus, the combination of rat-specific deconvolution and toxicity databases would contribute not only to understanding the mechanisms of immune cell trafficking in liver injury but also to toxicology such as stratification of the types of toxicity based on this new layer. Moreover, such efforts will lead to the expansion of organ responses in adverse outcome pathway (Ankley *et al.*, 2010).

#### Types of immune cells that can be estimated in rat deconvolution

One of the limitations of this study is the restricted number of immune cell types that can be estimated for the experimental and analytical reasons. First, knowledge of rat immunology is much lower than that of mice. The established isolation protocols and the publications for rat immune-relative cells are limited based on our preliminary literature survey. This is an interesting contrast to the field of toxicology, where rats are more often employed than mice. Second, as shown in Figure 3, it is difficult to estimate NK and B cells when rat-specific deconvolution is applied to the external data. In reference-based deconvolution, the signature matrix is created so that the co-correlation among immune cells to be analyzed is low. 

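In the signature matrix of 976 transcripts, the mean profiles of the 6 cell types were compared in 15 pairs by Pearson's r of CPM across transcripts, which are not independent replicates. The highest r was 0.986, between CD4 T cells and B cells. It was 0.984 between CD4 T and CD8 T cells and 0.965 between CD8 T and B cells. Monocytes and neutrophils had an r of 0.842. NK cells had an r of 0.720 with CD4 T cells, 0.717 with CD8 T cells and 0.680 with B cells. The lowest r was 0.127, between neutrophils and B cells, and the median over the pairs was 0.445. The condition number of the matrix, which grows with collinearity, was 158. On log2(CPM + 1) the condition number moved most, to 24.6, while the median r rose to 0.658. With up to 50 transcripts per cell type, r was 0.911 for CD4 T and B cells and 0.979 for monocytes and neutrophils, and the condition number was 278. Without reference replicate 1 the r of monocytes and neutrophils was 0.790, and without replicate 4 the condition number was 135.

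**Figure D4:**
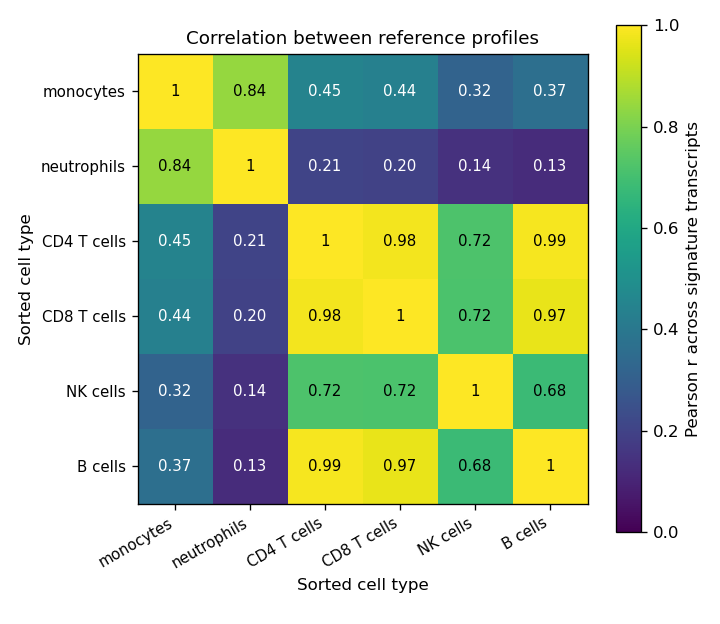
Pearson's r between the mean CPM profiles of each pair of sorted cell types over the 976 signature transcripts, with cell types on both axes and r given by colour and number. CD4 T, CD8 T and B cells form a block with r from 0.965 to 0.986.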

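How far the regression recovers known weights from these profiles was tested on 50 simulated mixtures of the 6 reference profiles with random weights. Without noise the weights came back with an r of 1.00. Noise was then set to an SD of 0.167 on the natural log scale. It is the median spread of ln(CPM + 1) of signature transcripts between replicates, taken over the tissue groups. In the livers only 404 of the 976 signature transcripts had a mean of at least 1 CPM. Adding 1 shrinks the spread of the others, so this noise can be too low for the livers. The r between true weights and scores was then 0.978 for neutrophils, 0.9604 for NK cells, 0.936 for monocytes and 0.615 for CD8 T cells. It was 0.357 for B cells and 0.0671 for CD4 T cells, the pair with the highest correlation between profiles. These low values move between draws of the noise. The same 50 mixtures with new noise at the same SD gave 0.488 for B cells and 0.264 for CD4 T cells. With an SD of 0.3, r was 0.9402 for neutrophils, 0.853 for NK cells, 0.734 for monocytes, 0.467 for CD8 T cells, 0.172 for CD4 T cells and 0.110 for B cells. When the simulated mixtures were scored on log2(CPM + 1), r was at least 0.936 in all 6 cell types at an SD of 0.167. For neutrophils this was a fall from 0.978. The mean absolute error rose for neutrophils (0.0199 to 0.159), NK cells (0.0312 to 0.121), monocytes (0.0394 to 0.0676) and CD8 T cells (0.137 to 0.154). It fell for CD4 T cells (0.493 to 0.0435) and B cells (0.165 to 0.0556). The simulated mixtures hold only the 6 sorted cell types, so they leave out the other cells of a tissue.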

Because the main algorithm of deconvolution in this study is linear regression, model instability is inevitable in the presence of multicollinearity (Dormann *et al.*, 2013). A possible solution to this problem is to incorporate the other cells belonging to the tissue of interest in the model. Notably, the importance of modeling considering tissue specificity in the deconvolution method has been discussed, although it has not been rigorously demonstrated. In this regard, the dataset we provide through this study could act as a dataset to evaluate deconvolution on liver tissue.

To increase the number of immune cell types for rat deconvolution, the utilization of scRNA-seq data is one idea (Schelker *et al.*, 2017). However, care should be taken in using of scRNA-seq data for reference-based deconvolution because the shape of the scRNA-seq data differs from that of bulk transcriptome data accumulated in public databases. In this regard, unsupervised and semi-supervised deconvolution methods, which are independent or less dependent on the reference profile, respectively, and have been developed in recent years, are good options (Dimitrakopoulou *et al.*, 2018; Gaujoux and Seoighe, 2012; Li and Wu, 2019; Tang *et al.*, 2020). Comparison of deconvolution method paradigms is a future work for utilizing large toxicogenomics databases as data sources for immune cell trafficking (Avila Cobos *et al.*, 2020).

#### Contamination of blood into the liver transcriptome

Blood contamination is one of the important discussion topics in the utilization of deconvolution for knowledge miner for immune cell trafficking from public databases. We measured the immune responses and transcriptomes using samples collected after liver perfusion. In contrast, the transcriptomes in the database were only collected after blood was released from the inferior vena cava. This may have resulted in contamination of the samples with blood-derived immune cells, and these differences may have affected the accuracy comparisons. In fact, in some samples, the number of neutrophils in the blood in the database is proportional to the score estimated by deconvolution (Supplementary Figure 15). However, it is difficult to determine whether this is the actual behavior of immune cells in the liver or a significant blood influence.

How can immune cells infiltrating tissues and blood-derived immune cells be distinguished and evaluated? Intravascular staining method is a possible experimental solution to this problem (Anderson *et al.*, 2014). In this method, staining discriminates between tissue-localized cells and blood-born cells by intravenous injection of staining antibodies. However, the liver differs from organs such as the lungs, where the intravascular staining method is generally applied, in that it has fenestrae, and care should be taken when applying intravascular staining method (Gracia-Sancho *et al.*, 2021). Anderson *et al.* referred to the specific character of CD69+ cells regarding the relationship between the liver and blood. In addition, there are few reports about applying intravascular staining method in studies of tissue injury (Anderson *et al.*, 2014). The vascular wall discriminating hepatocytes and blood flow is disrupted in liver injury, and whether intravascular staining method can be applied to investigate liver injury remains to be determined (DeLeve *et al.*, 1999). It is important to grasp the biological background of the source specimens when using legacy data because it directly affects the interpretation of the data analysis outcomes. Thus, it is essential to understand the relationship between the immune cells infiltrating in the liver and those from blood with a liver injury background.

## Supplementary Material

kfad117_Supplementary_Data Click here for additional data file.

## Data Availability

RNA-sequencing data, meta information and raw FASTQ files are shown in GEO datasets under accession number GSE239996.

How the deposited data were processed for this re-analysis (not part of the article)

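RNA sequencing values of 61 rat samples were analysed. They comprise 36 sorted samples, with 6 each of B cells, NK cells, CD4 T cells, CD8 T cells, neutrophils and monocytes. The tissue samples were 5 spleens, 5 samples of whole blood cells and 15 livers, with 5 livers each after vehicle, APAP and MDA. Each of the 61 columns of the table was assigned to its sample by name, and 0 columns stayed unassigned. The flow cytometry values, the human and mouse signature matrices and the toxicogenomics database were not analysed here.

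The authors trimmed the reads, quantified transcripts with Salmon on an index of the Ensembl cDNA of Rnor_6.0 with corrections for GC content and sequence bias, and imported the result with tximport. The methods give the unit as TPM. The deposited values lie on the scale of the library size instead and were used as estimated counts. Their totals run from 3429971 to 14146402 per sample with a median of 11019514, and 0% of the values above 0 are whole. The shallowest sample is neutrophil replicate 5, and the median total of the other neutrophil samples is 3.19 times its total. Its 5th percentile of the values above 0 is 0.953, against 1.03 to 1.34 in the other neutrophil samples, where TPM would raise it. Of the values between 0 and 3, 8.70% lie within 0.1 of 1, against 6.67% if they were spread evenly, so few look like plain read counts. Whether transcript length is still in the values, or was divided out before scaling to the library size, was not tested. Of 31196 transcripts, 5831 are listed at 0 in all samples.

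The values were divided by the sample's total and multiplied by 1000000 (CPM). Identifiers were matched to the list of 47357 rat genes of GRCr8, with 0 matches, so transcripts were used without gene names. Lists of cell type markers, sorting antigens and genes named by the paper could therefore not be followed, and duplicate gene names could not be merged. Reference profiles, signature and elastic net followed the methods as far as they state them: up to 200 transcripts per cell type, a fold change above 1.5, lambda 1 and alpha 0.05. A pseudocount of 1 CPM in the fold change, the linear scale and the absence of an intercept were choices made here. Groups were compared by two-sided exact permutation tests of the mean score over all 252 splits of 5 against 5 samples. Benjamini-Hochberg adjustment covered 6 comparisons for spleen and whole blood cells and 18 for the livers, with a threshold of 0.05.

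Tests across transcripts were planned for TPM with limma on log2 values. Because the values are on the scale of counts, edgeR's quasi-likelihood test on counts rounded to whole numbers was used as the main test, with TMM normalization, over transcripts with a mean of at least 1 CPM. All 15 livers entered 1 fit. The spleen and whole blood samples had a fit of their own, as did the 36 sorted samples. A transcript was specific to a cell type when it was higher than in each of the other 5 at an adjusted p-value under 0.05. Signature sets were tested with camera at a preset correlation of 0.01 between transcripts, with fry and an estimated correlation as alternatives. Transcripts to be named were the 5 highest and 5 lowest log2 fold changes of each liver comparison. They had to have an adjusted p-value under 0.05 and all 5 treated livers on the same side of the 5 controls. At most 2 that rose and 2 that fell are printed, since identifiers were not paired with names. All 5 treated livers lay apart from all 5 controls in 3297 of the 5505 transcripts changed after APAP and in 1733 of the 2963 after MDA. Folds against a group in which every sample is at or under 3 counts are given as bounds.

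The sample assignment, the main settings of the scores, the rule for named transcripts and most alternatives were fixed before the data were examined. The use of edgeR as the main test across transcripts was decided after the unit of the values was seen. The alternatives were log2 values, non-negative least squares, an intercept with the scaling of scikit-learn, up to 50 transcripts, the median of reference replicates, quantile normalization, a fold change pseudocount of 0.1 and a minimum of 10 CPM. For the tests across transcripts they were limma with a pseudocount of 0.1 or quantile normalization, no filter, the replicate number as a block and only the groups compared. Each replicate was also left out in turn. Alternatives added after seeing the data were deposited values without scaling, limma with a pseudocount of 1, DESeq2, edgeR without TMM normalization, and leaving out reference replicates in the counts of specific transcripts and the correlations between profiles.

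The procedures were tested on simulated data. Simulated mixtures without noise gave the weights back with a mean error of at most 5.2e-07. A first form of that test asked for an r above 0.8 in every cell type at a noise SD of 0.3 and was not met. It was replaced by the test without noise after that result was seen, and the recovery with noise is reported beside the text on multicollinearity. The signature rule found 240 of 240 planted transcripts. With 200 of 13384 simulated transcripts changed, edgeR recovered 57.5% with 5.74% false among its calls. On the same data limma recovered 58.0% with 6.45% false, and DESeq2 recovered 73.0% with 20.7% false. A simulated set of 100 unchanged transcripts had a p of 0.734 in camera, and a set of 100 changed ones a p of 2.0e-151.

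Counting error is largest in neutrophil replicate 5. No interval covers losses before sequencing. The paper's text and the sample labels name no sequencing batch, so no comparison within batches was made. Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0 and matplotlib 3.10.9 was used for scores and figures. R 4.3.3 with edgeR 4.0.16, limma 3.58.1 and DESeq2 1.42.0 was used for tests across transcripts.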

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

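All tests of explanations in this part were chosen only after the result was seen. Samples far from the rest of their group were looked for in 58 groups of 5 or 6 samples, and 6 were found, where chance would give about 2.9 (1 in 20). Each was found from the gap between the sample and its nearest neighbour, divided by the range of the group. A gap past the 95% critical value of Dixon's test marked the sample.

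The CD4 T cell score of spleen replicate 2 was 2.31, with a gap of 0.749 of the range of the 5 spleens. Its CD8 T cell score of -0.302 and B cell score of 0.00372 were the lowest of the 5. The sum of the CD4 T, CD8 T and B cell scores was 2.01 against 1.09 to 1.34 in the others, and its gap was 0.733 of the range. In simulated mixtures the sum did not follow the true sum closely either, with an r of 0.436, so a shifted sum does not decide on a trade between these similar profiles. That trade and a few abundant signature transcripts stay open. With the 1, 2, 5, 10, 20 or 50 transcripts of highest leverage left out, the sample lay apart after 2 of the 6 exclusions, those of 1 and 5. No biological explanation was tested, since the design names no difference between the spleens.

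In control livers the CD8 T cell score of replicate 1 was -0.00923, with a gap of 0.824 of the range. The sum of the 3 scores did not lie apart, with a gap of 0.500 of the range. It was -0.00250 in replicate 1 and 0.0228 to 0.0482 in the other control livers. For the same reason the sum decides nothing here, and a trade between the 3 profiles stays open. Differences between animals were not tested.

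CD8 T cell replicate 5 had a share of 0% of its positive scores on its own cell type when scored with a reference made without replicate 5, a gap of 0.695 of the range. Low depth is argued against by its total of 11.1 in units of 1000000 estimated counts, within the range of the other CD8 T cell samples. Its CD8 T signature transcripts had a mean of 1.68 in log2(CPM + 1), below the other CD8 T cell samples (2.36 to 2.53) and just above the highest sample of any other cell type (1.61). Monocytes, neutrophils, CD4 T cells or NK cells under this label are argued against. The level of their signatures lay below the lowest of the 5 samples other than replicate 5 by 18.4, 13.5, 3.72 and 2.52 SDs of these samples. With replicate 5 of each type among the samples, the distance was 0.311 SDs for NK cells and 1.52 SDs for CD4 T cells, but replicate 5 of both is itself shifted. For these types the argument therefore rests on leaving replicate 5 out. For B cells the distance was 0.159 SDs, less than the spread of their samples, so B cells under this label cannot be told apart from a mixed sample by this value. Of the 5 other signatures, 4 lay above every other CD8 T cell sample. Their means were 2.99 for monocytes (2.10 to 2.72 in the others), 2.29 for neutrophils (1.56 to 2.03), 2.42 for NK cells (1.74 to 2.20) and 4.90 for B cells (3.50 to 4.34). The CD4 T cell signature, at 1.62, lay within the range of the other CD8 T cell samples (1.60 to 1.82), although 65.0% of the positive scores fell on CD4 T cells. Cells or RNA of other types in the sample are a candidate explanation.

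Replicate 5 of the other types sorted from spleen has a similar shift. Its B cell signature level was above every other replicate in 3 of 3 types. It was 4.90 in CD8 T cells, 4.94 in NK cells (3.67 to 4.35 in the others) and 4.77 in CD4 T cells (3.40 to 4.40). B cells took 52.8% of the positive scores of NK cell replicate 5, 39.6% in CD4 T cells and 30.4% in CD8 T cells, against at most 25.8%, 27.7% and 24.8% in other replicates. On log2(CPM + 1) all 3 samples scored highest on B cells. B cell transcripts shared by replicate 5 of the cell types sorted from spleen are thus a candidate explanation. Whether they come from the sort, the library or the animal was not tested.

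Neutrophil replicate 5 had a total of 3.43 in units of 1000000 estimated counts, against 10.2 to 13.6 in the other neutrophil samples, a gap of 0.663 of the range. Monocyte replicate 2 held 11.4% of its total in its 10 most abundant transcripts, against 9.11% to 9.68%, a gap of 0.756 of the range. APAP liver replicate 3 held 15.0%, against 17.7% to 18.5% in the other APAP livers, a gap of 0.787 of the range. A total is a technical quantity, and no explanation was tested for these 3 samples.

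Transcripts outside the signature also changed, in data that the paper uses only through the scores. Between spleen and whole blood cells 5943 such transcripts changed, of which 1361 by more than 2-fold. After APAP 5310 changed, of which 2398 by more than 2-fold, and after MDA 2843, of which 1225 by more than 2-fold. A random grouping of samples rarely gives such numbers. Of the 126 splits of the 10 samples in each comparison 100 were drawn, and 1 of the 100, the real one, gave as many changed transcripts as the 6469, 5505 and 2963 found in all. The highest counts in other splits were 1, 769 and 1. For the 3782 transcripts specific to a sorted cell type, 1 of 60 splits of the 36 samples, the real one, gave as many, and the highest other count was 0. Differences in tissue and treatment are the biological explanation named by the design, and cell composition and expression within cells stay open.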

How the results depend on the processing

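The 24 score differences were recomputed under 9 other settings, which gave 213 values. Of these 127 kept direction and side of the threshold, 17 kept the direction but lost the call, 35 gained a call and 34 were reversed. Values are given as z-score differences, and the exact permutation test with Benjamini-Hochberg adjustment decides the call. Neutrophils between spleen and whole blood cells kept direction and call under all 9 settings and all 16 fits that each left out 1 replicate. No other score difference did so. The causes of the changes were not tested, except that non-negative least squares sets every neutrophil score of the livers to 0 and so gives no value for their 3 differences.

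With log2(CPM + 1), 6 of 24 score differences kept direction and side of the threshold. The direction was reversed in APAP against vehicle for neutrophils (1.97), CD4 T cells (-0.348) and CD8 T cells (1.19), in MDA against vehicle for neutrophils (0.165), CD8 T cells (0.509) and NK cells (0.542), in APAP against MDA for monocytes (-1.66), CD4 T cells (-0.744) and CD8 T cells (0.679), and in spleen against whole blood cells for CD4 T cells (-1.48), CD8 T cells (1.46) and NK cells (1.22). The call was lost in APAP against vehicle for NK cells (-1.03), and in APAP against MDA for B cells (-0.329). A call was gained in MDA against vehicle for B cells (-1.61), in APAP against MDA for neutrophils (1.80) and NK cells (-1.57), and in spleen against whole blood cells for B cells (1.75). With non-negative least squares, 10 of 21 score differences kept direction and side of the threshold. Reversed were APAP against vehicle for CD8 T cells (1.00), in MDA against vehicle for CD8 T cells (1.14), and in APAP against MDA for CD4 T cells (-1.06) and NK cells (0.550). Calls were lost for APAP against vehicle for CD4 T cells (0.0575), NK cells (-0.740) and B cells (-1.26), in MDA against vehicle for monocytes (0.501) and NK cells (-1.29), in APAP against MDA for B cells (-0.0104), and in spleen against whole blood cells for CD8 T cells (-1.18). With up to 50 transcripts per cell type, 14 of 24 score differences kept direction and side of the threshold. The direction was reversed in APAP against MDA for monocytes (-1.03), and in spleen against whole blood cells for CD4 T cells (-0.977), CD8 T cells (0.584) and NK cells (0.511). The call was lost in APAP against vehicle for B cells (-1.58), in APAP against MDA for B cells (-0.751), and in spleen against whole blood cells for monocytes (-0.619). A call was gained in APAP against vehicle for monocytes (1.03), in APAP against MDA for neutrophils (1.38), and in spleen against whole blood cells for B cells (1.56). With quantile normalization, 15 of 24 score differences kept direction and side of the threshold. Reversed were spleen against whole blood cells for CD4 T cells (-1.34), CD8 T cells (0.594) and NK cells (0.297). Calls were gained for APAP against vehicle for monocytes (1.91) and neutrophils (-1.48), in MDA against vehicle for B cells (-0.594), in APAP against MDA for CD8 T cells (-1.62) and NK cells (-1.20), and in spleen against whole blood cells for B cells (1.78).

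With a fold change pseudocount of 0.1 CPM, 13 of 24 score differences kept direction and side of the threshold. The direction was reversed in APAP against MDA for monocytes (-0.948), and in spleen against whole blood cells for CD4 T cells (-0.456), CD8 T cells (0.564) and NK cells (0.138). A call was gained in APAP against vehicle for monocytes (1.00), in MDA against vehicle for CD4 T cells (0.956) and B cells (-1.07), in APAP against MDA for neutrophils (1.46), CD8 T cells (-1.27) and NK cells (-0.888), and in spleen against whole blood cells for B cells (1.52). With a minimum of 10 CPM in the own cell type, 16 of 24 score differences kept direction and side of the threshold. Reversed were MDA against vehicle for CD8 T cells (1.22), and in APAP against MDA for monocytes (-1.53). Calls were lost for APAP against vehicle for CD8 T cells (-0.619), in MDA against vehicle for NK cells (-0.885), and in APAP against MDA for B cells (-0.670). Calls were gained for MDA against vehicle for B cells (-1.27), and in APAP against MDA for neutrophils (1.72) and CD8 T cells (-1.84). With the median of reference replicates, 19 of 24 score differences kept direction and side of the threshold. A call was gained in APAP against vehicle for monocytes (1.71), in MDA against vehicle for CD4 T cells (1.26), CD8 T cells (-1.05) and B cells (-1.24), and in APAP against MDA for CD8 T cells (-1.11). With an intercept and the scaling of scikit-learn, 22 of 24 score differences kept direction and side of the threshold. Calls were gained for APAP against vehicle for monocytes (1.66), and in APAP against MDA for CD8 T cells (-1.36). With deposited values without scaling, chosen after seeing the data, 12 of 24 score differences kept direction and side of the threshold. The direction was reversed in APAP against vehicle for neutrophils (0.332), in APAP against MDA for monocytes (-1.69), and in spleen against whole blood cells for CD4 T cells (-0.753), CD8 T cells (1.20) and NK cells (0.506). The call was lost in APAP against MDA for CD4 T cells (0.407) and B cells (-0.262). A call was gained in MDA against vehicle for CD4 T cells (1.44), CD8 T cells (-1.34) and B cells (-1.57), in APAP against MDA for neutrophils (1.88), and in spleen against whole blood cells for B cells (1.52).

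Leaving out 1 replicate at a time gave 384 score differences, of which 340 kept direction and side of the threshold, 17 lost the call, 22 gained a call and 5 were reversed. The ranges are given for the differences that changed. For APAP against vehicle, the z-score difference ran from 0.298 to 2.06 in monocytes, from -1.46 to -0.125 in neutrophils, from -1.83 to -0.619 in CD8 T cells and from -1.92 to -1.45 in NK cells. For MDA against vehicle, the z-score difference ran from -0.419 to 1.26 in CD4 T cells, from -0.961 to 1.31 in CD8 T cells, from -1.48 to -1.18 in NK cells and from -1.28 to -0.914 in B cells. For APAP against MDA, the z-score difference ran from -1.51 to 0.989 in monocytes, from -0.189 to 1.63 in neutrophils, from 0.676 to 1.95 in CD4 T cells, from -1.93 to -0.433 in CD8 T cells, from -0.739 to -0.137 in NK cells and from -1.01 to -0.647 in B cells. For spleen against whole blood cells, the z-score difference ran from 0.641 to 1.54 in CD4 T cells, from -1.65 to 0.235 in CD8 T cells, from -1.33 to -0.450 in NK cells and from 0.784 to 1.75 in B cells. The 5 reversals were CD8 T cells in spleen against whole blood cells without reference replicate 2 (0.235), CD4 T and CD8 T cells in MDA against vehicle without reference replicate 4 (-0.419 and 1.31), monocytes in APAP against MDA without reference replicate 4 (-1.51) and neutrophils in APAP against MDA without APAP replicate 2 (-0.189). In APAP against vehicle, calls were lost for CD8 T cells without reference replicate 1 (-0.630) and without reference replicate 2 (-0.976), for NK cells without reference replicate 2 (-1.45) and without Ctrl replicate 1 (-1.83). In MDA against vehicle, calls were lost for NK cells without Ctrl replicate 1 (-1.21), without Ctrl replicate 3 (-1.29), without Ctrl replicate 5 (-1.27), without MDA replicate 1 (-1.20), without MDA replicate 2 (-1.18), without MDA replicate 3 (-1.18) and without MDA replicate 5 (-1.25). In APAP against MDA, calls were lost for CD4 T cells without reference replicate 1 (0.711), for B cells without reference replicate 1 (-0.728). In spleen against whole blood cells, calls were lost for CD4 T cells without reference replicate 1 (1.13), without reference replicate 2 (0.641) and without reference replicate 4 (1.102), for CD8 T cells without reference replicate 4 (-0.966). In APAP against vehicle, calls were gained for monocytes without reference replicate 1 (1.69), without reference replicate 2 (1.71), without reference replicate 3 (1.62) and without APAP replicate 2 (2.06), for neutrophils without APAP replicate 2 (-1.46). In MDA against vehicle, calls were gained for CD4 T cells without reference replicate 2 (1.18) and without reference replicate 3 (1.17), for CD8 T cells without reference replicate 3 (-0.877), for B cells without reference replicate 2 (-1.18), without reference replicate 3 (-1.15) and without reference replicate 4 (-1.18). In APAP against MDA, calls were gained for neutrophils without reference replicate 4 (1.63), for CD8 T cells without reference replicate 4 (-1.93), for NK cells without reference replicate 6 (-0.731). In spleen against whole blood cells, calls were gained for NK cells without reference replicate 6 (-1.28), without spleen replicate 1 (-1.29), without spleen replicate 3 (-1.33) and without WBC replicate 5 (-1.304), for B cells without reference replicate 2 (1.75), without reference replicate 4 (1.58), without reference replicate 5 (1.298) and without spleen replicate 2 (1.50).

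The median within-group SD of the z-scores in spleen and whole blood cells moved from 0.6496 to 0.936 with up to 50 transcripts. In the livers it moved from 0.659 to 0.493 with the median of reference replicates, to 0.498 with quantile normalization and to 0.435 with a fold change pseudocount of 0.1. Leaving out reference replicates, it ran from 0.522 to 0.667 in the livers. The held-out share stayed at 74.1% and 74.9% under its alternatives, log2(CPM + 1) and up to 50 transcripts.

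All 5 correlations and the condition number moved, in both settings, by more than their SD over the fits that each left out a reference replicate. On log2(CPM + 1), r was 0.948 for CD4 T cells and B cells, 0.971 for CD4 T and CD8 T cells, 0.810 for monocytes and neutrophils, 0.543 for neutrophils and B cells and 0.658 for the median of 15 pairs, and the condition number 24.6. With up to 50 transcripts, r was 0.911 for CD4 T cells and B cells, 0.882 for CD4 T and CD8 T cells, 0.979 for monocytes and neutrophils, 0.514 for neutrophils and B cells and 0.548 for the median of 15 pairs, and the condition number 278. Over the 6 fits that each left out a reference replicate, chosen after seeing the data, r ran from 0.979 to 0.9904 for CD4 T cells and B cells, from 0.967 to 0.987 for CD4 T and CD8 T cells, from 0.790 to 0.860 for monocytes and neutrophils, from 0.117 to 0.149 for neutrophils and B cells and from 0.433 to 0.460 for the median of 15 pairs. The condition number ran from 135 to 166.

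The count of transcripts changed between spleen and whole blood cells stayed within 1.5 times 6469, from 5762 to 7084 over 7 alternatives. Its split did not, since 70.9% were higher with limma at a pseudocount of 0.1, 70.8% with limma at a pseudocount of 1 and 70.5% in edgeR without TMM normalization, against 48.8%. After APAP the count rose from 5505 to 8741 with limma at a pseudocount of 1, to 8671 at a pseudocount of 0.1 and to 8473 in edgeR without TMM normalization. After MDA it rose from 2963 to 6722, 6752 and 6500 in the same settings. In these settings 88.6% to 88.7% of the calls after APAP and 91.5% to 91.8% after MDA were higher, against 49.8% and 48.4%. All 3 settings lack a normalization between samples beyond the total, and limma with quantile normalization gave 5684 and 3065. DESeq2 gave 6217 for spleen against whole blood cells, 5694 after APAP and 3311 after MDA. Limma at a pseudocount of 1, edgeR without TMM normalization and DESeq2 were chosen after seeing the data. Leaving out 1 replicate at a time moved none of the 3 counts by over 1.5 times.

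Counts of transcripts specific to a cell type moved with the same settings. Monocytes had 1680 with limma at a pseudocount of 1, 1593 at 0.1 and 1559 in edgeR without TMM normalization, against 1028. Neutrophils had 1022, 971 and 1006, against 2184. With limma at a pseudocount of 0.1, CD4 T cells had 29, CD8 T cells 12 and B cells 147, against 44, 19 and 233. Across the 6 fits that each left out a reference replicate, the counts ran from 11 to 46 for CD4 T cells, from 5 to 26 for CD8 T cells and from 81 to 295 for B cells. The lowest counts were those without replicate 1 for CD4 T and CD8 T cells, and those without replicate 2 or replicate 6 for B cells.

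Between spleen and whole blood cells, the medians of the signature sets were the same, -2.28 for neutrophils and -0.75 for monocytes, with the correlation estimated from the data, but the adjusted p of 0.0903 no longer passed. The monocyte set after APAP also lost its call with the estimated correlation (median -0.32, adjusted p = 0.163) and with up to 50 transcripts (-0.25, adjusted p = 0.517). Its median turned to 0.32 with limma at a pseudocount of 1, 0.44 at a pseudocount of 0.1 and 0.39 in edgeR without TMM normalization. In those fits the median of all transcripts was 0.61, 0.76 and 0.75, so the set lay below the other transcripts in each of these fits. The neutrophil set after MDA turned to -0.0774 with up to 50 transcripts. The monocyte set after MDA turned to -0.0146 with limma and quantile normalization, and ran from -0.0105 (without MDA replicate 5) to 0.0995 with 1 replicate left out. No set after MDA passed the threshold under any of the 8 alternatives. The log2 fold changes of the 4 named transcripts kept direction and call under all their alternatives.

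Groups share replicate numbers in the labels, and whether these pair the samples was checked by correlating deviations from the group means. In sorted spleen cells 22 of 36 pairs of samples with the same number had an r above 0.1 (median 0.185, against -0.0255 for other pairs). In sorted blood cells 2 of 6 did, in spleen and whole blood cells 0 of 5, and in the livers 2 of 15. The numbers therefore do not pair the samples throughout. With the replicate number as a block, 5762 transcripts changed between spleen and whole blood cells, 5157 after APAP and 2617 after MDA. Specific transcripts under the block were 1079 for monocytes, 2237 for neutrophils, 49 for CD4 T cells, 18 for CD8 T cells, 275 for NK cells and 294 for B cells, 3952 in all. The set medians under the block were -2.30 for neutrophils and -0.76 for monocytes between spleen and whole blood cells, 0.35 and -0.31 after APAP, and 0.20 and 0.05 after MDA. No call changed.

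The lowest total after that of neutrophil replicate 5 is 9510256, so depth differs little between the other samples. That shallow sample enters the reference profile as 1 of 6 samples, and without reference replicate 5 the neutrophil difference between spleen and whole blood cells stayed within its range from -1.84 to -1.76. Alternatives on duplicate gene names (sum in place of median) were not run, because identifiers could not be paired with gene names.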

Differences from the paper's values

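The mean z-scores of Fig. 2 were read by eye for 18 combinations of cell type and group, and 11 of the values found here differ from them, 9 with the opposite sign. A gap is called closed under a setting when the value there has the paper's sign and lies within 1 SD of the group's samples from it, and no cause is named. Such a value can still be far from the paper's where the group's spread is wide. The means of spleen and whole blood cells mirror each other, so the same distance can be closed in spleen and open in whole blood cells. The alternatives counted are those set before the data were examined that give a score.

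For monocytes in spleen, the paper's mean z-score is about 0.65 in Fig. 2A, read by eye, against -0.855 here. None of the alternatives closed the gap. In Supplementary Data 1 the paper's R between estimated and measured monocytes over spleen and blood is -0.662. Its own monocyte estimate therefore ran against its measurement, and a gap from that estimate is not a gap from the measured ratio. For CD8 T and NK cells that R is 0.935 and 0.969. There the paper's estimates followed the measurement, and the opposite signs of the main scores here do not. For CD8 T cells in spleen, the paper's mean z-score is about 0.96 in Fig. 2A, read by eye, against -0.742 here. It closed on log2(CPM + 1) (0.730), with up to 50 transcripts (0.292), with quantile normalization (0.297) and with a fold change pseudocount of 0.1 (0.282), and stayed open under the other 4 alternatives. It also closed without reference replicate 2 (0.118). For NK cells in spleen, the paper's mean z-score is about 0.99 in Fig. 2A, read by eye, against -0.588 here. The gap closed on log2(CPM + 1) (0.611), with up to 50 transcripts (0.256), with quantile normalization (0.149) and with a fold change pseudocount of 0.1 (0.0688), and stayed open under the other 4 alternatives.

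For monocytes in whole blood cells, the paper's mean z-score is about -0.65 in Fig. 2A, read by eye, against 0.855 here. None of the alternatives closed the gap. For CD8 T cells in whole blood cells, the paper's mean z-score is about -0.95 in Fig. 2A, read by eye, against 0.742 here. It closed on log2(CPM + 1) (-0.730), with up to 50 transcripts (-0.292) and with a fold change pseudocount of 0.1 (-0.282), and stayed open under the other 5 alternatives. For NK cells in whole blood cells, the paper's mean z-score is about -0.98 in Fig. 2A, read by eye, against 0.588 here. The gap closed on log2(CPM + 1) (-0.611) and with up to 50 transcripts (-0.256), and stayed open under the other 6 alternatives. For B cells in whole blood cells, the paper's mean z-score is about -0.98 in Fig. 2A, read by eye, against -0.482 here. It closed on log2(CPM + 1) (-0.873), with up to 50 transcripts (-0.782), with quantile normalization (-0.888) and with a fold change pseudocount of 0.1 (-0.758), and stayed open under the other 4 alternatives. It also closed without reference replicate 2 (-0.876), without reference replicate 4 (-0.790), without reference replicate 5 (-0.649) and without spleen replicate 2 (-0.666).

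For monocytes after APAP, the paper's mean z-score is about -0.34 in Fig. 2B, read by eye, against 0.727 here. The gap closed on log2(CPM + 1) (-0.543) and with a minimum of 10 CPM (-0.433), and stayed open under the other 6 alternatives. It also closed without reference replicate 4 (-0.403). For monocytes after MDA, the paper's mean z-score is about 1.1 in Fig. 2B, read by eye, against 0.172 here. It closed on log2(CPM + 1) (1.12), with up to 50 transcripts (1.03), with a fold change pseudocount of 0.1 (0.966) and with a minimum of 10 CPM (1.095), and stayed open under the other 4 alternatives. It also closed without reference replicate 4 (1.104). For neutrophils after vehicle, the paper's mean z-score is about -0.65 in Fig. 2B, read by eye, against 0.671 here. The gap closed on log2(CPM + 1) (-0.710), and stayed open under the other 6 alternatives. For neutrophils after APAP, the paper's mean z-score is about 1.3 in Fig. 2B, read by eye, against -0.184 here. It closed on log2(CPM + 1) (1.26), and stayed open under the other 6 alternatives. It also closed without APAP replicate 5 (0.306).

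Scoring the deposited values without scaling, an alternative chosen after seeing the values, brought 8 of the 11 within the paper's: 0.598 for CD8 T cells in spleen, 0.253 for NK cells in spleen, -0.598 for CD8 T cells in whole blood cells, -0.253 for NK cells in whole blood cells, -0.759 for B cells in whole blood cells, -0.545 for monocytes after APAP, 1.14 for monocytes after MDA and 0.737 for neutrophils after APAP. It left a gap with -0.811 for monocytes in spleen, 0.811 for monocytes in whole blood cells and 0.405 for neutrophils after vehicle. It also moved outside the paper's the values -0.377 for CD4 T cells in spleen and 0.377 for CD4 T cells in whole blood cells. Log2(CPM + 1), up to 50 transcripts, quantile normalization and a fold change pseudocount of 0.1 moved CD4 T cells outside too. Their mean z-score in spleen was then -0.738, -0.489, -0.671 and -0.228, against about 0.94 in the paper. Exclusions of signature transcripts, also chosen after seeing the values, turned other differences between spleen and whole blood cells or livers. For CD8 T cells the difference in z was 1.67, 1.57 and 1.76 with the 10, 20 and 50 transcripts of highest leverage left out, and for NK cells 0.181 with 5 left out. With the other exclusions by leverage both kept their direction, NK cells between -1.80 and -0.722. For neutrophils after APAP the difference was 0.490 without the 10 signature transcripts most abundant in the livers.

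The paper concludes that accumulation of neutrophils and monocytes after the compounds can be estimated by deconvolution, and names APAP for neutrophils and MDA for monocytes. Here the neutrophil score did not rise after APAP, with a difference of -0.856 in z that did not pass the threshold of 0.05 (two-sided exact permutation p = 0.278). On log2(CPM + 1) it rose by 1.97 (two-sided exact permutation test, adjusted p = 0.0238, against 0.0238 to 1 over the alternatives), and on deposited values without scaling, chosen after seeing the values, the difference was 0.332. The neutrophil difference after APAP was -1.48 with quantile normalization and -1.46 without APAP replicate 2, and both passed the adjustment. The monocyte score rose by 1.07 after MDA (two-sided exact permutation p = 0.00794) and by 1.63 after APAP (two-sided exact permutation p = 0.0317, adjusted 0.0571). These rises were 1.70 and 0.0349 on log2(CPM + 1), and on deposited values without scaling 1.74 and 0.0542. With TMM normalization the monocyte signature had a median log2 fold change of 0.01 after MDA and -0.32 after APAP.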

Other observations

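In this part, the tests of the totals and of the simulated sums were chosen before their results, and those on scores after the result was seen.

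Scaled by the total, most transcripts are higher in treated livers. The hypothesis tested was that a few abundant transcripts, which take a smaller share after treatment, cause this shift. The 100 most abundant transcripts of control liver held 59.3% ± 2.42 of the total after vehicle, 43.4% ± 1.99 after APAP and 47.4% ± 2.81 after MDA (SD, n = 5 each). With these 100 left out of the totals, the median log2 fold change fell from 0.61 to 0.25 after APAP and from 0.46 to 0.18 after MDA. Both medians stayed above 0, so those 100 transcripts are argued against as the whole cause, while a part of the shift goes with them. A change in the composition of liver RNA by the treatments stays open.

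Simulated mixtures gave weak recovery of CD4 T, CD8 T and B cell weights. The same 50 mixtures were given newly drawn noise with an SD of 0.167. The r of the sum of the 3 scores with the sum of the true weights was then 0.436, against 0.264, 0.639 and 0.488 for single cell types. The sum was therefore not kept. The mixtures held these profiles and noise together, so this does not decide how far the similarity of the profiles is the cause, and it stays open.

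The monocyte score was lower in spleen than in whole blood cells, with a z-score difference of -1.71. Removing the transcripts of highest leverage, in 6 exclusions of 1 to 50 transcripts, left it between -1.81 and -1.71, which argues against a few abundant transcripts as its cause. Of the signature transcripts, 14 were higher in spleen than in every sorted cell type (13 of the B cell and 1 of the CD4 T cell signature, 0 of the monocyte signature). Without them the difference was -1.71 too, but with 0 monocyte transcripts among them this exclusion decides nothing. Transcripts from spleen cells that were not sorted stay open. The same exclusions of leverage moved other cell types. The CD8 T cell difference was 1.67, 1.57 and 1.76 with 10, 20 and 50 left out, the NK cell difference 0.181 with 5, and the CD4 T cell difference -0.842 with 50. With the other exclusions each of them kept its direction, NK cells between -1.80 and -0.722. Tissue is the difference that the design names, and it stays open as a hypothesis.

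All 15 neutrophil scores of the livers lay below 0, and they were lower after MDA. Signature transcripts that the liver itself expresses were tested as a cause by leaving out the 68 that control liver holds above every sorted cell type. The difference was then -1.33 after APAP (exact permutation p = 0.0476) and -1.30 after MDA (exact permutation p = 0.00794), both two-sided, which argues against those transcripts as the cause. Leaving out the 10 signature transcripts most abundant in the livers gave 0.490 after APAP (exact permutation p = 0.476) and -0.995 after MDA (exact permutation p = 0.0238), again two-sided. After MDA a few abundant transcripts are thus argued against as the whole cause. After APAP the difference did not pass the threshold of 0.05 with or without them, so the exclusion cannot decide on this cause there. All 15 scores stayed below 0 under both exclusions, so these coefficients are no amounts of neutrophils. Their differences could come from other transcripts of the liver that the 6 profiles do not describe.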
